# Unlike dietary restriction, rapamycin fails to extend lifespan and reduce transcription stress in progeroid DNA repair‐deficient mice

**DOI:** 10.1111/acel.13302

**Published:** 2021-01-23

**Authors:** María B. Birkisdóttir, Dick Jaarsma, Renata M. C. Brandt, Sander Barnhoorn, Nicole van Vliet, Sandra Imholz, Conny T. van Oostrom, Bhawani Nagarajah, Eliana Portilla Fernández, Anton J. M. Roks, Ype Elgersma, Harry van Steeg, José A. Ferreira, Jeroen L. A. Pennings, Jan H. J. Hoeijmakers, Wilbert P. Vermeij, Martijn E. T. Dollé

**Keywords:** aging, dietary restriction, DNA damage repair, rapamycin, transcription stress

## Abstract

Dietary restriction (DR) and rapamycin extend healthspan and life span across multiple species. We have recently shown that DR in progeroid DNA repair‐deficient mice dramatically extended healthspan and trippled life span. Here, we show that rapamycin, while significantly lowering mTOR signaling, failed to improve life span nor healthspan of DNA repair‐deficient *Ercc1* ^∆/−^ mice, contrary to DR tested in parallel. Rapamycin interventions focusing on dosage, gender, and timing all were unable to alter life span. Even genetically modifying mTOR signaling failed to increase life span of DNA repair‐deficient mice. The absence of effects by rapamycin on P53 in brain and transcription stress in liver is in sharp contrast with results obtained by DR, and appoints reducing DNA damage and transcription stress as an important mode of action of DR, lacking by rapamycin. Together, this indicates that mTOR inhibition does not mediate the beneficial effects of DR in progeroid mice, revealing that DR and rapamycin strongly differ in their modes of action.

## 1 INTRODUCTION

Caloric or dietary restriction (CR/DR; reduced total dietary intake without malnutrition) is the best documented intervention that compresses morbidity and extends life span (Fontana et al., 2010; Speakman & Mitchell, 2011). Restricting diet under laboratory conditions has been shown to promote health and delay aging in numerous species ranging from yeast to non‐human primates, suggesting an evolutionary well‐conserved mechanism underlying the life span‐extending effect of DR (Fontana & Partridge, 2015; Fontana et al., 2010; Mair & Dillin, 2008). Human DR studies have also shown beneficial health effects (Kraus et al., 2019; van de Rest et al., 2016) but controlled studies on long‐term consequences of DR in humans are lacking. Moreover, it remains to be seen how humans would react to an extended period of DR in terms of compliance and potential side effects of DR (Dirks & Leeuwenburgh, 2006; Most et al., 2017).

Despite decade‐long research, the mechanisms underlying DR are still poorly understood, although energy expenditure with suppression of nutrient‐sensing pathways via GH/IGF1 and mTOR signaling has been reported as two primary regulatory pathways in the healthspan and life span extension by DR (Barzilai et al., 2012; Finkel, 2015; Liu & Sabatini, 2020; Lopez‐Otin et al., 2016; Speakman & Mitchell, 2011). To find alternatives to DR, studies have focused on CR/DR mimetics: compounds that mimic DR by targeting anti‐aging mechanisms induced by DR, such as metabolic and stress response pathways, but without actually restricting dietary intake, avoiding potential downsides of DR: for example, constant hunger feeling (Ingram & Roth, 2015). To date, the most robust intervention, besides DR, is rapamycin (Blagosklonny, 2019; Fontana et al., 2010; Ingram & Roth, 2015). Rapamycin, also known as sirolimus, reduces the nutrient‐sensing mTOR pathway, and was suggested a DR mimetic early 2000 (Sharp & Bartke, 2005). Rapamycin, as well as genetic modulation of the serine/threonine protein kinase mTOR, has consistently been found to extend life span in numerous species (Barbet et al., 1996; Garratt et al., 2016; Kaeberlein et al., 2005; Kapahi et al., 2004; Savage, 2017; Urfer et al., 2017; Vellai et al., 2003). In mice, overall, life span was modestly extended, most prominently in females (Garratt et al., 2016; Harrison et al., 2009; Miller et al., 2014; Selman et al., 2009).

We have previously reported (Vermeij, Dollé, et al., 2016) that—counterintuitively—severely growth‐attenuated, progeroid DNA repair mutant mice benefit extraordinarily from DR: Whereas 30% DR in wild‐type (WT) mice leads on average to a 30% increase in life span (Weindruch & Sohal, 1997), the increase in life span of short‐lived *Ercc1* ^∆/−^ progeroid mice was more than 2‐fold (Vermeij, Dollé, et al., 2016). As *Ercc1* ^∆/−^ mutant mice are defective in multiple DNA repair processes including transcription‐coupled repair (TCR), global‐genome nucleotide excision repair (GG‐NER), and interstrand crosslink repair, several types of endogenous DNA lesions, which are normally repaired by these processes, accumulate faster over time (Marteijn et al., 2014; Vermeij et al., 2014). As a consequence of increased DNA damage, one of the hallmarks of aging (Lopez‐Otin et al., 2013), *Ercc1* ^∆/−^ mice, and corresponding human patients with progeroid DNA repair deficiency syndromes, shows a broad spectrum of accelerated aging phenotypes. For *Ercc1* ^∆/−^ mice, life span is reduced to about 4–6 months during which they develop widespread multimorbidity also seen in normal mouse and human aging (Dollé et al., 2011; Vermeij et al., 2016). Applying DR to these and other progeroid DNA repair mutant mice, dramatically extended life span, improved overall health and delayed numerous aspects of aging, including neurodegeneration. More importantly, it reduced the endogenous DNA damage load and transcription stress, lowering one of the causal hallmarks of aging (Vermeij, Dollé, et al., 2016; Vermeij, Hoeijmakers, et al., 2016). Hence, progeroid DNA repair mutant mice appear a well‐suited model for examining potential DR mimetics like rapamycin (Ingram & Roth, 2015).

## 2 RESULTS

### 2.1 **Effect of rapamycin on life span of *Ercc1*** ^∆^ **^/−^ mice**

Rapamycin in an encapsulated form was added to the mouse feed, at a dosage of 14 mg/kg food (14 ppm), conditions previously shown effective for WT mice (Harrison et al., 2009). Expressed per gram body weight *Ercc1* ^∆/−^ mice eat 1.3 times more than their repair‐proficient siblings (Dollé et al., 2011), indicating that the oral dose of rapamycin per gram body weight is slightly higher than in experiments with WT mice. As *Ercc1* ^∆/−^ progeroid DNA repair mutant mice age accelerated with a median life span of about 20 weeks (Dollé et al., 2011; Vermeij, Hoeijmakers, et al., 2016), we applied rapamycin early in life, from 4 weeks of age onwards, that is, directly at weaning. At this age, *Ercc1* ^∆/−^ progeroid mice still show minor indications (e.g., growth retardation) of DNA damage accumulation (de Waard et al., 2010; Dollé et al., 2011; Vermeij, Hoeijmakers, et al., 2016). We first focused on females as in previous studies they showed the biggest improvement following rapamycin treatment (Garratt et al., 2016; Miller et al., 2014). We monitored body weight and food intake to examine whether addition of rapamycin to the food did not artificially induce a DR response. As observed by others (Miller et al., 2011), rapamycin feeding lowered overall body weight by about 5%–10% (Figure 1a,b and Table S1). Importantly, rapamycin‐fed mice did not show reduced food intake (Figure 1c), excluding indirect effects of DR for which *Ercc1* ^∆/−^ mice are very sensitive (Vermeij, Dollé, et al., 2016). However, when monitoring survival of *Ercc1* ^∆/−^ mice fed *ad libitum* control or rapamycin diet, we failed to find any increase in median or maximum life span (Figure 1d).

**FIGURE 1:**
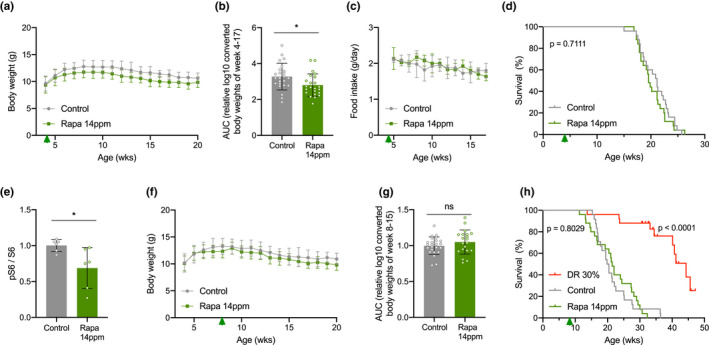
Different timing regimes of rapamycin feeding do not extend life span of *Ercc1* ^∆/−^ mouse mutants. a, Mean body weights development (±SD) of female mice with *ad libitum* access to control AIN93G diet (gray) or 14 ppm rapamycin supplemented diet (green) provided from 4 weeks of age (arrowhead). b, Body weights as area under the curve (AUC) for each condition (for details, see Table S1). c‐d, Corresponding mean food intake (±SD) (c) and life span (d) curves. *n* = 25 animals per group. e, Quantified relative S6 phosphorylation by rapamycin in *Ercc1* ^∆/−^ liver extracts. Six animals per group were used treated from 8 to 11 weeks of age. Mean ± SD and individual datapoints are indicated. *p < 0.05. f–h, Body weight (f) and AUC thereof (for details, see Table S1) (g) (both mean ± SD) and survival curves (h) of a second cohort of female *Ercc1* ^∆/−^ mice fed 14 ppm rapamycin diet (green) or 30% dietary restriction (DR; red) from 8 weeks of age (arrowhead). *n* = 24 animals per group for control and *n* = 25 for rapamycin and DR (15 censored for survival but indicated as currently still alive). *p* values of the log‐rank survival test are indicated and refer to the comparison of each intervention group to its own control. The direct comparison of DR versus rapamycin yielded a *p* < 0.001

One possible explanation is that rapamycin was administered too early in development. Moreover, rapamycin appears to work predominantly later in life (Harrison et al., 2009). Therefore, we repeated the study in a second cohort of *Ercc1* ^∆/−^ females, now starting the rapamycin diet at 8 weeks of age, that is, early adulthood. At this age, *Ercc1* ^∆/−^ progeroid mice have developed first clear symptoms of aging (de Waard et al., 2010; Dollé et al., 2011; Vermeij, Hoeijmakers, et al., 2016), and at this age, we had previously successfully applied DR leading to ~200% life span extension (Vermeij, Dollé, et al., 2016). This time, we first tested the effectiveness of nutritional supplementation of 14 ppm rapamycin on mTORC1 activity in *Ercc1* ^∆/−^ mice by measuring phosphorylation of ribosomal protein S6 (at Serine^240^ and Serine^244^), and we took dietary restriction along as a positive control. Rapamycin indeed reduced S6^S240/244^ phosphorylation by about one‐third analyzed after three weeks compared to mock‐treated controls (Figure 1e and Figure S1). We did not notice significant suppression of body weight or food intake, in contrast with DR (Figure 1f,g, Figure S2a–c and Table S1). While 30% DR confirmed the impressive life span extension in a new cohort of *Ercc1* ^∆/−^ females, rapamycin failed to improve median or maximal life span (Figure 1h). *Ercc1* ^∆/−^ mice subjected to 30% DR lived significantly longer than each of the AL control (*p* = 3,2 × 10^−10^) and rapamycin‐fed (*p* = 6,1 × 10^−11^) mice.

To examine whether *Ercc1* ^∆/−^ mutants require a different dose of rapamycin, or to identify any potential toxic effect in these mice, we started other cohorts with three times higher (42 ppm) and lower (4.7 ppm) dosages of dietary rapamycin. Alongside the unsupplemented control group (Control), we now also used a control group supplemented with the empty encapsulation material (Control‐M), equivalent to that used in the highest rapamycin dose. In addition, we also included male mice to control for potential gender specific effects. The treatment with rapamycin reduced body weight, in a dose‐dependent manner (Figure 2a,b,e,f and Table S1), without affecting food intake (Figure 2c,g). However, altered doses of rapamycin still failed to extend (or shorten) life span of *Ercc1* ^∆/−^ mice (Figure 2d,h), in line with the 14 ppm treatment.

**FIGURE 2:**
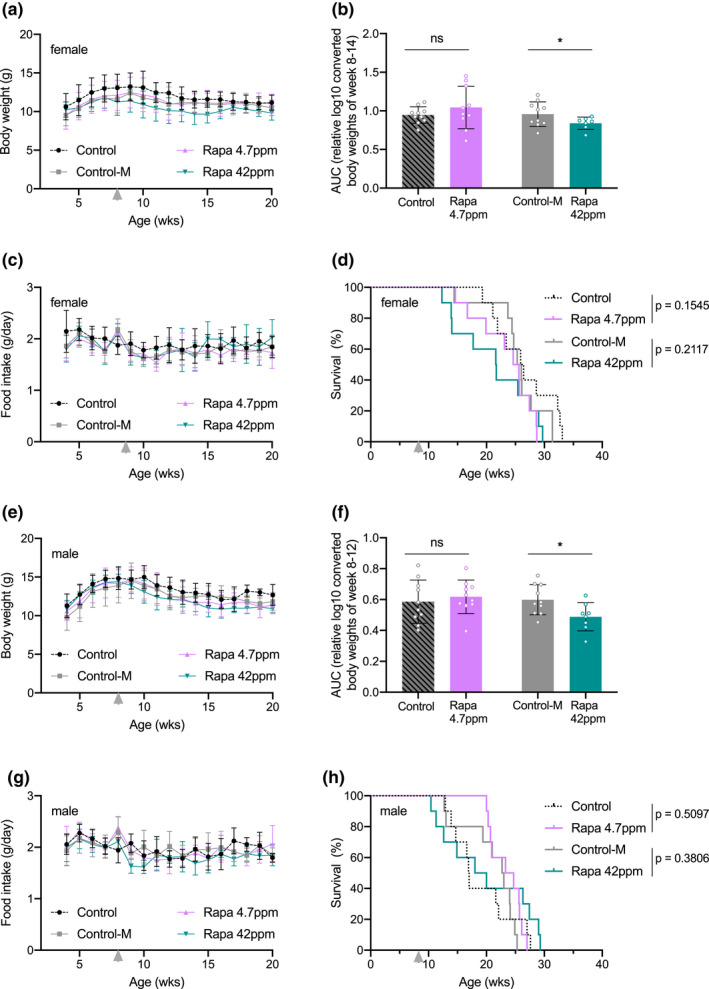
Altering dosage of rapamycin does not extend life span of *Ercc1* ^∆/−^ mouse mutants in both genders. Body weight means per week (a, e), body weight AUC (for details see Table S1) (b, f), food intake (c, g), and survival (d, h) curves of female (a–d) and male (e–h) *Ercc1* ^∆/−^ mice fed *ad libitum* control AIN93G diet (black dotted lines; Control), supplemented with empty microcapsules (gray; Control‐M), 4.7 ppm rapamycin (pink), or 42 ppm rapamycin (blue) from 8 weeks of age (arrowhead). *p* values of the log‐rank survival test are indicated and refer to the comparison of each intervention group to its own control. *n* = 10 animals per group. Error bars denote mean ± SD *p < 0.05

### 2.2 Effect of rapamycin on parameters of healthspan of *Ercc1^Δ^* ^/−^ mice

Although rapamycin appears inert in extending life span it might still alleviate some of the features of organ functional decline that were previously rescued by DR (Vermeij, Dollé, et al., 2016). Rapamycin, like DR, is known for reducing cancer (Anisimov et al., 2010; Blagosklonny, 2012; Livi et al., 2013; Rao et al., 2004). Neoplastic lesions were not observed in any of the moribund and cross‐sectional animals fed rapamycin or control diet, consistent with the previous observation of absent neoplasia in short‐lived *Ercc1* ^∆/−^ mice (Dollé et al., 2011). Additionally, no obvious macroscopical differences in major organs and tissues were noted between rapamycin‐fed and control‐treated animals.

The liver exhibits substantial age‐related pathology in *Ercc1* ^∆/−^ mice (Dollé et al., 2011; Gregg et al., 2012; Selfridge et al., 2001), in particular hepatocyte polyploidization that possibly follows from unrepaired DNA interstrand cross‐links (Grillari et al., 2007) and is strongly reduced by DR (Vermeij, Dollé, et al., 2016). Flow cytometry confirmed the rise in the fraction of large 16 N polyploid nuclei in the aging *Ercc1* ^∆/−^ liver, but unlike DR, medium‐dose rapamycin (14 ppm) feeding did not attenuate the increase in polyploidization (Figure S2d).

To explore effectiveness of high‐dose rapamycin (42 ppm), we examined its impact on endothelial function by studying aortic endothelium‐dependent relaxation to acetylcholine (ACh) in organ bath setups. Unlike DR, which is consistently protective, rapamycin has been reported as toxic in human aged arteries and in rodent models, but paradoxically also protective in blood vessels in healthy aging mice (Habib et al., 2014; Harari et al., 2018; Jabs et al., 2008; Kim et al., 2010; Lesniewski et al., 2017). Contrary to previously reported protection by DR (Vermeij, Dollé, et al., 2016; Wu et al., 2017), endothelium‐dependent responses were decreased by rapamycin in both *Ercc1* ^∆/−^ and WT mice, supporting the toxic effects that were reported, among others, in human aged arteries (Figure S3a,b).

*Ercc1* ^∆/−^ mice develop progressive neurological and neurodegenerative changes (Borgesius et al., 2011; de Waard et al., 2010; Jaarsma et al., 2013), which are strongly attenuated by DR (Vermeij, Dollé, et al., 2016). Next, we investigated the effect of high‐dose rapamycin (42 ppm) on neurological and neurodegenerative changes in *Ercc1* ^∆/−^ mice. This cohort was examined weekly for the onset of tremors and loss of motor performance on an accelerating rotarod; two neurological symptoms that develop in a predictable way in *Ercc1* ^∆/−^ mice (de Waard et al., 2010) and that are dramatically delayed or attenuated in DR‐treated animals (Vermeij, Dollé, et al., 2016). Rapamycin did not alter the onset of tremors (Figure 3a), nor improve accelerating rotarod performance (Figure 3b and Figure S3c). At 16 weeks of age, when showing severe motor abnormalities, the mice were sacrificed for neuropathological and biochemical analyses. Immunoblot analysis confirmed reduced relative S6^S240/244^ phosphorylation (Figure 3c and Figure S4a,b) in neocortex, consistent with mTORC1 inhibition and liver data (Figure 1e). In line with mTORC1 inhibition, we also observed a trend, albeit non‐significant, of increased expression of markers of autophagy (Figure S3d,e and Figure S4c,d).

**FIGURE 3:**
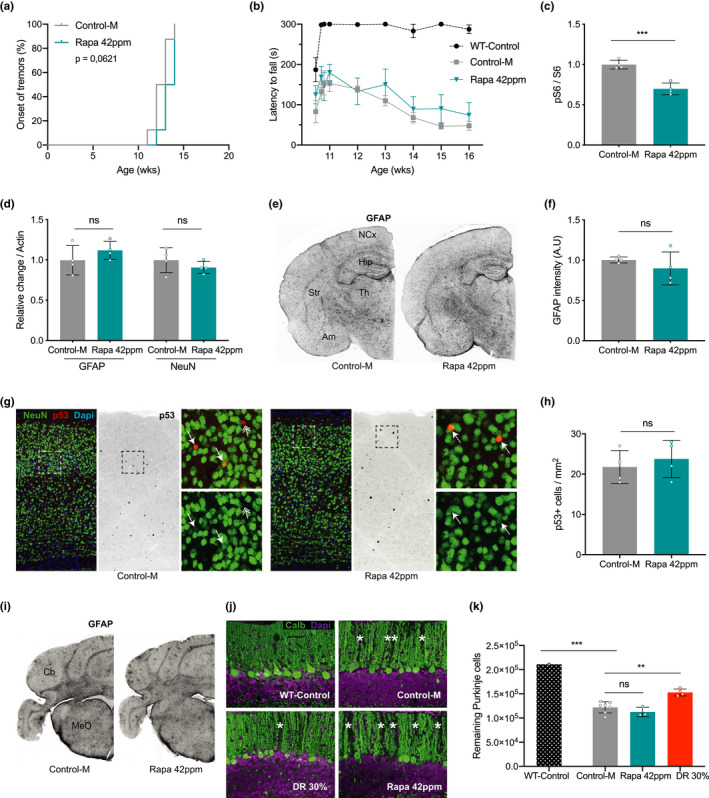
Rapamycin does not prevent nervous system abnormalities in *Ercc1* ^∆/−^ mice. a, Onset of the neurological abnormality tremors with age in *ad libitum* control AIN93G diet supplemented with empty microcapsules (gray; Control‐M) and 42 ppm rapamycin (blue) fed *Ercc1* ^∆/−^ mice. *n* = 8 animals per group. b, Average time spent on an accelerating rotarod of WT and *Ercc1* ^∆/−^ mice weekly monitored between 11 and 16 weeks (*n* = 4; WT *n* = 3). A daily training period was given at 10 weeks of age. c, d, Quantified relative S6 phosphorylation (c) and levels of GFAP (astrocytosis) and NeuN (neurons) (d) by rapamycin in *Ercc1* ^∆/−^ neocortex extracts. Four animals per group were used treated from 8 to 16 weeks of age. e, Representative pictures of transverse brain sections of 16‐week‐old control and rapamycin‐fed *Ercc1* ^∆/−^ mice IF‐stained for GFAP. f, Quantification of the relative intensity of consecutive transverse brain sections immunoperoxidase‐stained for GFAP in neocortex. g, Representative immunofluorescent confocal images of the neocortex stained for NeuN (green) and p53 (red). h, p53‐positive cells counted in the neocortex of three consecutive transverse brain sections at the level of the bregma (Mouse Brain Atlas, Paxinos). i, Representative pictures of cerebellar brain sections of 16‐week‐old control and rapamycin‐fed *Ercc1* ^∆/−^ mice IF‐stained for GFAP. j, Representative immunofluorescent confocal images of the cerebellum stained for Purkinje neurons by Calbindin (green). k, Stereological quantification of the total number of Purkinje neurons per brain. *n* = 3–6 mice. Mean ± SD and individual datapoints are indicated. **p < 0.01, ***p < 0.001

Using immunoblots, we next examined proxies of neuronal injury using GFAP, a marker that correlates with reactive astrocytosis, and NeuN, a general neuronal marker (Borgesius et al., 2011; de Waard et al., 2010). Rapamycin‐ and control‐treated *Ercc1* ^∆/−^ mice expressed similar levels of GFAP and NeuN, suggestive of equal levels of neuronal injury (Figure 3d and Figure S4e,f). Immunohistology confirmed that rapamycin‐fed mice displayed the same levels of GFAP immunoreactivity in the neocortex (Figure 3e,f). In addition, we found that the density of P53‐positive nuclei, representing a marker of genotoxic stress, is unaltered by rapamycin treatment in the neocortex (Figure 3g,h, arrows). In summary, our results show that rapamycin has no effect on behavioral deficits or neuropathology in *Ercc1* ^∆/−^ mice, whereas these parameters were previously largely rescued by DR (Vermeij, Dollé, et al., 2016).

To further explore the differences between DR and rapamycin treatment in attenuating nervous system abnormalities in *Ercc1* ^∆/−^ mice, we examined the cerebellum for GFAP staining (Figure 3i) and we directly compared cerebellar Purkinje cell degeneration from the current rapamycin and previously collected DR cohorts (Vermeij, Dollé, et al., 2016). Purkinje cells display relatively high vulnerability in aging humans and rodents (Andersen et al., 2003; Woodruff‐Pak et al., 2010), as well as progeroid DNA repair deficiency patients (Jaarsma et al., 2011, 2013; Weidenheim et al., 2009), and their degeneration may underlie motor dysfunction in progeria patients and mouse models (Jaarsma et al., 2013; Weidenheim et al., 2009). Immunostaining for calbindin to selectively outline Purkinje cells revealed multiple gaps in the staining of the molecular layer of control and rapamycin‐treated *Ercc1* ^∆/−^ mice, indicative of Purkinje cell loss, while in DR cerebellum the PCs appeared more preserved (Figure 3j, asterisks). Importantly, quantitative analysis of Purkinje cells using a stereological approach confirmed that rapamycin‐fed *Ercc1* ^∆/−^ mice showed a similar degree of Purkinje cell loss as *ad libitum* control fed *Ercc1* ^∆/−^ mice, while Purkinje cell loss was significantly attenuated by DR (Figure 3k). Taken together, our results reveal that rapamycin, unlike DR, does not extend healthspan and is not neuroprotective in progeroid *Ercc1* ^∆/−^ mice.

### 2.3 Genetically altering mTOR activity does not influence life span of *Ercc1* ^∆^^/−^ mice

The lack of effect of rapamycin indicates that inhibition of mTOR signaling does not interfere with life span of *Ercc1* ^∆/−^ mice and that mTOR inhibition does not mediate the beneficial effect of DR in these mice. However, it is not excluded that in our DNA repair mutant mice rapamycin exerts additional negative effects other than via inhibiting mTOR activity. Therefore, we investigated modulation of mTOR activity bidirectionally via a genetic approach using *Rheb* ^+/−^ mice (Goorden et al., 2011) and *Tsc1* ^+/−^ mice (Wilson et al., 2005), two key upstream regulators of mTORC1: RHEB is a small Ras‐related GTPase that stimulates mTORC1 activity, while TSC1 is a GTPase‐activating protein that converts RHEB to its GDP‐bound state thereby inactivating mTORC1 activity (Liu & Sabatini, 2020). As both mouse mutations are homozygously lethal, heterozygously mutating *Rheb* or *Tsc1 *has been shown to lower protein expression, and respectively suppress or enhance mTORC1 activity by one third (Goorden et al., 2011; Wesseling et al., 2017). Both these mouse models, which were studied previously in light of neuronal development but never life span, were crossed with *Ercc1* ^∆/−^ mice in the same F1 C57BL6J/FVB hybrid background. In addition, we also crossed both lines with *Xpg* ^−/−^ mice, an additional DNA repair deficiency mouse model, with a highly similar life span and accelerated aging phenotype, that could also be substantially delayed by DR (Barnhoorn et al., 2014; Vermeij, Dollé, et al., 2016).

Consistent with the rapamycin treatment, reduced mTORC1 activity resulting from deletion of one *Rheb* allele did not alter the time of onset of neurological deficits (tremors and imbalance), the time of onset of kyphosis, and life span in *Ercc1* ^∆/−^ mice (Figure 4a‐d; green lines) nor in *Xpg* ^−/−^ mice (Figure 4e‐h; green lines). Similarly, both *Ercc1* ^∆/−^ and *Xpg* ^−/−^ mice crossed with *Tsc1* ^+/−^ mice, experiencing chronic upregulation of mTORC1 activity, showed unaltered life span and time of onset of aging‐related phenotypes (Figure 4 and Figure S5). These findings indicate that also by influencing mTORC1 activity genetically, our DNA repair‐deficient prematurely aging mice appear insensitive to the healthspan and life span‐modulating activity of mTOR inhibition.

**FIGURE 4:**
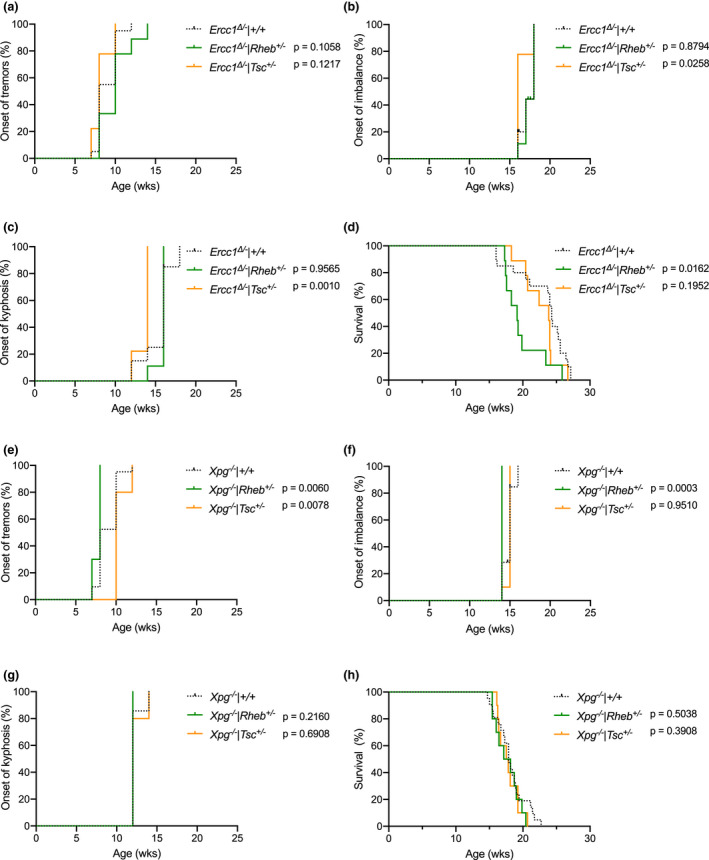
Genetically altering mTOR activity does not influence life span of *Ercc1* ^∆/−^ mice. a–c, Onset of neurological abnormalities, tremors (a) and imbalance (b), and kyphosis (c) with age in *Ad libitum* fed *Ercc1* ^∆/−^ *Rheb* ^+/−^ (green lines; reduced mTOR) and *Ercc1* ^∆/−^ *Tsc* ^+/−^ (orange lines; increased mTOR) mutant mice and littermate control *Ercc1* ^∆/−^ mice (black dotted lines). d, Survival of *Ercc1* ^∆/−^ *Rheb* ^+/−^ (green lines; reduced mTOR) and *Ercc1* ^∆/−^ *Tsc* ^+/−^ (orange lines; increased mTOR) mutant mice and littermate control *Ercc1* ^∆/−^ mice (black dotted lines). *n* = 9 animals per group for *Rheb* ^+/−^ and *Tsc* ^+/−^ mutants and 20 for *Ercc1* ^∆/−^ controls. e–h, survival curves (e) and onset of neurological abnormalities, tremors (f) and imbalance (g), and kyphosis (h) with age in *Ad libitum* fed *Xpg* ^−/−^ *Rheb* ^+/−^ (green lines; reduced mTOR) and *Xpg* ^−/−^ *Tsc* ^+/−^ (orange lines; increased mTOR) mutant mice and littermate control *Xpg* ^−/−^ mice (black dotted lines). *n* = 10 animals per group for *Rheb* ^+/−^ and *Tsc* ^+/−^ mutants and 21 for *Xpg* ^−/−^ controls. *p* values of the log‐rank test are indicated and refer to the comparison of each intervention group to its own control. When stratified for gender, log‐rank survival estimate *p* values were 0.0843 and 0.1983 for respectively *Rheb* ^+/−^ and *Tsc* ^+/−^ mutants in the *Ercc1* ^∆/−^ background, and 0.4888 and 0.2631 for respectively *Rheb* ^+/−^ and *Tsc* ^+/−^ mutants in the *Xpg* ^−/−^ background

### 2.4 Effect of rapamycin on age‐related transcription stress

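Liver RNA of 24 mice of 11 weeks of age was measured on Affymetrix arrays, with 1 array per mouse. The *Ercc1* ∆/- mice, which lack most of the activity of a nuclease needed for nucleotide excision repair and crosslink repair, received ad libitum control diet (Control, n = 5), the same diet with 14 ppm rapamycin (Rapa 14 ppm, n = 4) or 30% less food (DR 30%, n = 5). WT mice were fed ad libitum (WT-Control, n = 5) or received 30% less food (WT-DR, n = 5). Restriction started at 7 weeks of age and was complete at 9 weeks. All 24 mice were male by their RNA, with the Y-linked *Eif2s3y* at 9.65 to 10.24 (log2) and *Xist* at 3.68 to 4.35. The paper's life span cohorts on 14 ppm rapamycin or 30% DR were female. The values were made by the authors with RMA, which corrects for background, normalizes the quantiles of the arrays and summarises the probes of each probe set on the log2 scale. The median was 4.16 to 4.21 per array, and 2 arrays of the same group correlated across probe sets at r = 0.991 to 0.996. Each mouse had 2 records, taken as the same array processed in different ways. The values per probe set (45141 probe sets) were used throughout, and the values per gene (17306) served as an alternative. Over 15284 genes held by both, the deviations of a mouse from the mean of all mice correlated with its own other record at r = 0.896 to 0.938 and with that of another mouse at r = 0.702 or less. Genes are not independent replicates, so these correlations carry no p. Of the 45141 probe sets, 28898 carried 1 gene symbol (17097 genes), 551 carried several and 15692 were not named here. Groups were compared in 1 linear model of the 5 groups with limma, and DEGs were probe sets with a Benjamini-Hochberg FDR under 0.05 and a fold change of at least 1.5. The camera test compared 23 gene lists with all other genes, at 1 probe set per gene, in 8 comparisons. Its 184 p were adjusted together, at a preset correlation of 0.01 between the genes of a list. With an estimated correlation, the lists of male-biased and female-biased liver genes kept their calls in DR 30% vs Control, WT-DR vs WT-Control and Rapa 14 ppm vs DR 30%, and the other calls were lost. Values with 1 number per mouse were compared by exact two-sided permutation of the mice. The number of arrays limits the precision. Of 50 simulated probe sets that differed 2-fold between Rapa 14 ppm and Control, 94% were called, and of 50 that differed 1.5-fold, 46% were called. The latter share does not measure that limit, since a DEG needs an estimated fold change of at least 1.5 at any number of arrays. The simulation changed 200 probe sets by 1.5-fold to 8-fold, which eases the FDR cutoff. In the records used, the labels of the rapamycin arrays lack a mark of re-analysis that those of the other groups carry, in the other records all labels carry 1, and no labels give a date. The mean of the 45 spike-in control probe sets, which were normalized together with those of the liver RNA, was 7.55 ± 0.03 (log2, SD, n = 4) on the rapamycin arrays and 7.68 ± 0.05 (n = 5) on those of Control (exact permutation test, p = 0.0159, adjusted p = 0.0317 over 6 comparisons). It was also lower in DR 30% than in WT-Control (−0.07, p = 0.0159, adjusted p = 0.0317), and the differences of DR 30% from Control (−0.06, p = 0.0476) and of WT-DR from WT-Control (−0.10, p = 0.0397) had an adjusted p of 0.0571.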

To obtain a more mechanistic understanding of the large difference in effects of rapamycin treatment vs DR on survival of *Ercc1* ^∆/−^ mice, we next examined the effect of 14 ppm rapamycin on the liver full genome transcriptome of *Ercc1* ^∆/−^ mice versus WT controls and compared it to simultaneously re‐analyzed changes induced by DR. Unbiased principal component analysis revealed high similarity between *Ercc1* ^∆/−^ mice fed *ad libitum* control (Control) or rapamycin (Rapa 14 ppm) diet (Figure 5a and Figure S6a), whereas *Ercc1* ^∆/−^ mice given a restricted diet (DR 30%) were clearly separated, like WT mice fed *ad libitum* control diet (WT‐Control) or subjected to 30% dietary restriction (WT‐DR) (Figure 5a and (Vermeij, Dollé, et al., 2016). 

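Restriction moved single liver genes far in both genotypes. *Usp2*, which encodes a deubiquitinase under the control of the circadian clock, was higher in DR 30% than in Control by a log2 fold change of 4.75 (standard error 0.77, adjusted p = 3.7e-04), from limma. *Lepr*, the leptin receptor, was higher by 3.18 (adjusted p = 1.9e-04), and the serpin pseudogene *Serpina4-ps1* was lower at −5.01 (adjusted p = 7.5e-07), where it was at 3.98 ± 0.51, below the median of the arrays, so the size of this change is uncertain. In WT-DR, *Cyp17a1*, a steroid hydroxylase, exceeded WT-Control by 4.86 (adjusted p = 2.3e-07), and *Serpina4-ps1* was lower at −5.03 (adjusted p = 1.5e-07). On PC1, which held 30.7% of the variance, the mean score was 13.3 ± 12.2 (SD, n = 5) in DR 30% and 49.5 ± 6.16 (n = 5) in WT-DR, against −27.8 ± 7.83 (n = 5) in Control, −19.4 ± 10.7 (n = 4) in Rapa 14 ppm and −19.5 ± 4.00 (n = 5) in WT-Control. Every DR 30% mouse lay above every Control mouse and every WT-DR mouse above every WT-Control mouse (exact two-sided permutation test, p = 0.00794 for each, the smallest that 5 mice against 5 allow, adjusted p = 0.0119 over 12 comparisons). PC2 held 18.6% of the variance. The mean score there was 7.53 ± 6.04 in Control, 17.6 ± 1.32 in Rapa 14 ppm and 27.5 ± 2.86 in DR 30%, against −36.8 ± 3.50 in WT-Control and −12.3 ± 6.31 in WT-DR. All mice of each *Ercc1* ∆/- group lay above all WT-Control mice on PC2 (p = 0.00794 for each in the same test), but so did all WT-DR mice (by 24.4), and all DR 30% mice lay above all Control mice (by 19.9, p = 0.00794 for each), so PC2 parted the diets as well as the genotypes. Rapa 14 ppm and Control differed by 8.42 on PC1 (p = 0.183, adjusted p = 0.199) and by 10.1 on PC2 (p = 0.0238, adjusted p = 0.0317, exact permutation test). The difference on PC2 was not called with scaled probe sets (38.5, adjusted p = 0.127), nor when 1 mouse was left out in 6 cases, which were DR 30% mouse 365 (9.95, adjusted p = 0.0529), Control mouse 326 (10.3, 0.0762) and Rapa 14 ppm mice 535 (8.96, 0.0857), 536 (8.79, 0.0714), 537 (8.96, 0.0714) and 538 (9.83, 0.0714). Control and WT-Control differed by −8.39 on PC1 (p = 0.0714, adjusted p = 0.0857), which became −13.1 without WT-Control mouse 401 (adjusted p = 0.0476), −13.3 without 403 (0.0357), −12.1 without DR 30% mouse 362 (0.0317) and −10.5 without 369 (0.0381).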

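Between Rapa 14 ppm and Control livers, 11 DEGs were higher and 3 were lower, and chance is not excluded for this number, as 5 of 100 splits of the same mice called at least 14. *Ppp1r3g*, which encodes a subunit that directs protein phosphatase 1 to glycogen, was at 8.37 ± 1.03 (log2, SD, n = 4) in Rapa 14 ppm and at 5.21 ± 0.18 (n = 5) in Control, a log2 fold change of 3.16 (standard error 0.48, adjusted p = 0.0218), from limma. *Maff*, a small MAF transcription factor, was higher by 1.42 (standard error 0.26, adjusted p = 0.0485), and *Pparg*, a nuclear receptor of fat storage, by 1.11 (standard error 0.21, adjusted p = 0.0490). The transcript *Gm15666* was higher by 1.63 (adjusted p = 0.00528) and the non-coding RNA *Zfas1* by 0.67 (adjusted p = 0.0218). *Ly96*, the co-receptor of TLR4 for endotoxin, was lower at −1.15 (standard error 0.19, adjusted p = 0.0218), and the other lower DEGs were 2 probe sets not named here. All 11 higher DEGs and 2 of the 3 lower ones changed with the same sign in DR 30% vs Control, where 7 and 1 of them were DEGs, but both comparisons share the Control mice. None of the 14 measured genes of the mTOR pathway was a DEG by limma (camera, adjusted p = 0.142, or 0.0381 without Control mouse 325), at log2 fold changes of 0.17 (adjusted p = 0.687) for *Mtor*, 0.09 (adjusted p = 0.747) for *Rheb* and 0.00 (adjusted p = 0.996) for *Tsc1*. These RNA levels do not measure mTOR activity, which the paper reports as lowered in liver by the phosphorylation of S6. Genes of autophagy and lysosome, of which 16 were measured (camera, adjusted p = 0.0848, or 0.0195 without Control mouse 325), and 29 cytosolic ribosomal proteins (adjusted p = 0.177, or 0.0328 without Control mouse 323, 0.0213 without 326 and 0.0123 without Rapa 14 ppm mouse 536) held no DEGs by limma either. Over all probe sets, 4360 had an unadjusted p under 0.05, where chance alone gives 2257, and 19 passed the FDR at any fold change. As lists, genes of fatty acid oxidation and PPARalpha targets were higher (median log2 fold change 0.23 over 20 genes, camera adjusted p = 4.9e-08; adjusted p = 0.181 with an estimated correlation), with 0 DEGs by limma and 1 higher when adjusted over the list alone. Genes of gluconeogenesis were also higher (median 0.25 over 9 genes, adjusted p = 5.0e-04; adjusted p = 0.0713 with an estimated correlation), with 0 DEGs among them by limma and 0 adjusted over the list alone. Of the Rapa 14 ppm DEGs, *Ppp1r3g* was not called without Control mouse 321 (adjusted p = 0.0531) or 323 (0.0546) or without Rapa 14 ppm mouse 536 (0.0596) or 537 (0.107), and *Ly96* not without Control 321 (0.0592), 323 (0.0546) or 325 (0.0700) or Rapa 14 ppm 536 (0.0873) or 537 (0.107); *Zfas1* was lost without Control 321 or 323 or Rapa 14 ppm 536 or 537 (0.0546 to 0.107) and in the 2 groups alone (0.249), *Gm15666* without Rapa 14 ppm 536 (0.0570) or 537 (0.0538) and in the 2 groups alone (0.247), *Maff* with a trend and robust variances (0.0598) and without any 1 of WT-Control 401 to 403, WT-DR 423 and 424, Control 321, 323, 325 and 326, Rapa 14 ppm 535 to 538 and DR 30% 365, 366, 368 and 369 (0.0502 to 0.222), and *Pparg* in the 2 groups alone (0.136), after renewed quantile normalization (0.0549) or median centring (0.0518) and without any 1 of WT-Control 401 and 404, WT-DR 422 to 425, Control 321, 323, 325 and 326, Rapa 14 ppm 535 to 537 and the 5 DR 30% mice (0.0517 to 0.154). The total was 0 without Rapa 14 ppm mouse 536 or 537, 1 without Control mouse 321 or 323, 5 without Control 325 or Rapa 14 ppm 535, 6 without WT-DR 424, 7 without WT-DR 423 or DR 30% 366 or 369, 8 without Control 326, 9 without DR 30% 365, 47 without Rapa 14 ppm 538 and 152 without Control 327, and it was 23 with the values per gene, 5 with only the 2 groups in the model, 30 without dim probe sets and 9 at a fold change of 2.

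**Figure D1:**
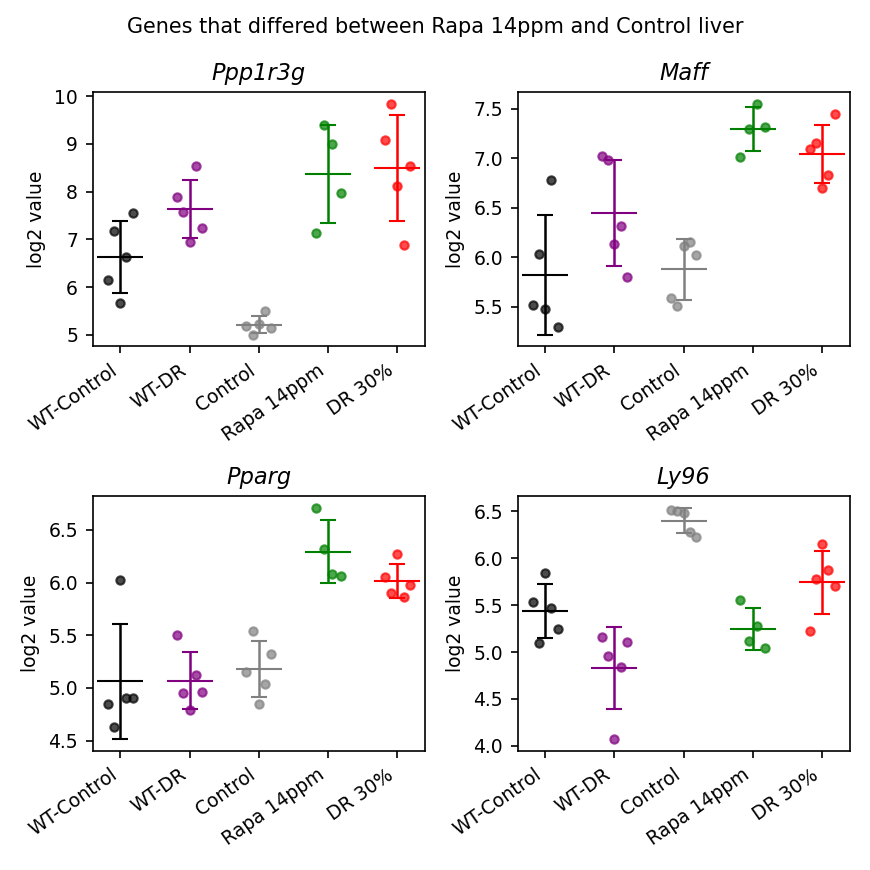
Log2 RMA values (y axis) of *Ppp1r3g*, *Maff*, *Pparg* and *Ly96* in the 5 groups, with a dot per mouse and the mean ± SD as a line with a bar. *Ppp1r3g* is at 8.37 ± 1.03 in Rapa 14 ppm and 5.21 ± 0.18 in Control, and *Ly96* at 5.25 ± 0.23 and 6.40 ± 0.14.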

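Against WT-Control, Control livers had 738 higher and 401 lower DEGs, and Rapa 14 ppm livers 1037 and 547. *Afp*, the fetal serum protein alpha-fetoprotein, was higher in Control by a log2 fold change of 4.25 (standard error 0.20, adjusted p = 7.2e-12), from limma, and in Rapa 14 ppm by 3.64 (adjusted p = 3.9e-10). *Lcn2*, an iron-siderophore binding protein of the acute phase, was higher by 2.91 (adjusted p = 3.9e-07) and 3.26 (adjusted p = 1.7e-07), and *Sult1e1*, the estrogen sulfotransferase, by 3.31 (adjusted p = 1.4e-04) and 3.50 (adjusted p = 1.2e-04). *Mfsd2a*, a lysophospholipid transporter, was lower in Control at −3.13 (adjusted p = 2.3e-05). Of the DEGs of Control, 525 higher ones (71.1%) and 295 lower ones (73.6%) were DEGs of the same direction in Rapa 14 ppm and 0 of the opposite direction. In DR 30%, 496 (67.2%) and 244 (60.8%) of them were DEGs of the same direction, and these comparisons share the WT-Control mice. Of 23 measured interferon-stimulated genes, 13 were higher and 0 lower in Control (13 higher when adjusted over the list alone; camera, adjusted p = 1.5e-15; adjusted p = 0.112 with an estimated correlation) and 8 were higher in Rapa 14 ppm (9 adjusted over the list alone; camera, adjusted p = 5.6e-10; 0.223 with an estimated correlation). *Usp18*, which removes the interferon-induced modifier ISG15, was higher by 2.17 (adjusted p = 1.3e-05) in Control and 2.33 (adjusted p = 8.7e-06) in Rapa 14 ppm. Of 17 genes of extracellular matrix and stellate cell activation, 4 were higher in each group (5 adjusted over the list alone in each; camera, adjusted p = 1.2e-04 in Control and 1.8e-04 in Rapa 14 ppm; 0.319 and 0.332 with an estimated correlation), among them the collagen-binding proteoglycan *Lum* at 0.96 and 1.17. Acute phase proteins were higher in 3 of 16 genes in Control (5 adjusted over the list alone; camera, adjusted p = 3.1e-04; 0.285 with an estimated correlation) and in 2 in Rapa 14 ppm (2 adjusted over the list alone; adjusted p = 0.00461; 0.354 with an estimated correlation). Markers of other cell types moved beside these lists. Those of macrophages and Kupffer cells had a median log2 fold change of 0.43 in Control (camera, adjusted p = 0.0164; 0.832 with an estimated correlation) and 0.39 in Rapa 14 ppm (adjusted p = 0.0209; 0.832), those of stellate cells had 0.26 in Control (adjusted p = 0.0164; 0.757), and those of neutrophils 0.73 in Control, 2 of 4 as higher DEGs (adjusted p = 0.0453; 0.446). Among the upstream regulators of Table S2, *Irf7* was higher by 0.95 (adjusted p = 1.7e-04) and 0.92 (adjusted p = 3.8e-04), *Sox4* by 1.16 (adjusted p = 4.6e-04) and 0.91 (adjusted p = 0.00601) and *Rbl1* by 1.10 and 0.89 in Control and Rapa 14 ppm. The values per gene gave *Sox4* only 0.08 (adjusted p = 0.333) and 0.07 (adjusted p = 0.435), with no call, and *Rbl1* 0.53 and 0.42, under a fold change of 1.5. Across probe sets, the fold changes of both groups correlated at r = 0.799. With different WT-Control mice in each comparison the mean r was 0.624 (0.460 to 0.725 over 20 splits), where simulated unchanged groups gave −0.411 to 0.430.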

As microarray expression revealed no significant gene expression changes between *Ercc1* ^∆/−^ mice on rapamycin or control diet (using FDR < 0.05 with FC ≥ |1.5|), consistent with PCA analysis, we decided to compare both groups to WT’s fed control diet, again showing consistent overlapping Gene Ontology pathways and upstream regulator transcription factors (Table S2). Likewise, at 11 weeks of age we did notice some DNA damage response and cell fate markers similarly affected in AL control and rapamycin‐fed *Ercc1* ^∆/−^ mice, while differing upon DR treatment: for example, CDKN1A expression was somewhat elevated in livers of *Ercc1* ^∆/−^ mice (control and Rapa 14 ppm) which was much less pronounced in the restricted diet (30% DR) group (Figure S6b).

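*Cdkn1a*, the p53-induced inhibitor of the cell cycle that encodes p21, was at 7.70 ± 0.58 (log2, SD, n = 5) in Control, 7.83 ± 0.72 (n = 4) in Rapa 14 ppm and 6.56 ± 0.35 (n = 5) in DR 30%, against 5.71 ± 0.10 (n = 5) in WT-Control and 5.28 ± 0.62 (n = 5) in WT-DR. Against WT-Control it was higher by a log2 fold change of 1.99 (standard error 0.30, adjusted p = 1.0e-04) in Control and 2.12 (standard error 0.31, adjusted p = 7.9e-05) in Rapa 14 ppm, from limma. It was lower in DR 30% than in Control at −1.14 (standard error 0.30, adjusted p = 0.0154), while Rapa 14 ppm and Control differed by 0.13 (adjusted p = 0.932). *Ercc1*, the mutated nuclease gene, was at 6.68 ± 0.11 in WT-Control and 5.37 ± 0.10 in Control, lower at −1.30 (standard error 0.09, adjusted p = 4.7e-09). Of 27 measured p53 targets, 7 were higher in Control than in WT-Control (10 adjusted over the list alone), 12 in Rapa 14 ppm (12) and 4 in DR 30% (5), and 0 were lower by limma in the 3 groups. The camera test gave them an adjusted p of 4.5e-06 in Control (adjusted p = 0.138 with an estimated correlation), 2.3e-08 in Rapa 14 ppm (0.0713) and 0.00185 in DR 30% (0.304). *Phlda3*, an inhibitor of AKT induced by p53, was higher by 1.96 (adjusted p = 6.3e-05) in Control, 2.26 (adjusted p = 1.9e-05) in Rapa 14 ppm and 1.39 (adjusted p = 9.1e-04) in DR 30%. *Ccng1*, which encodes cyclin G1, was higher by 0.81 (adjusted p = 3.6e-04) in Control and 1.07 (adjusted p = 2.5e-05) in Rapa 14 ppm. Between Rapa 14 ppm and Control, 0 p53 targets were DEGs by limma (0 adjusted over the list alone), yet the list was higher by camera (median 0.12, adjusted p = 0.00919; adjusted p = 0.378 with an estimated correlation), a call lost without Control mouse 321 (median 0.05, adjusted p = 0.110) or 327 (median 0.09, adjusted p = 0.0580). Between DR 30% and Control the list did not move as a whole (median −0.17, adjusted p = 0.362), with 1 DEG higher and 1 lower (the same counts adjusted over the list alone). Of 17 genes of senescence and its secretory factors, 4 were higher in Control (4 adjusted over the list alone; camera, adjusted p = 8.0e-04; adjusted p = 0.112 with an estimated correlation) and 3 in Rapa 14 ppm (3 adjusted over the list alone; adjusted p = 0.00492; 0.181). *Mmp12*, the macrophage elastase, was higher by 1.49 (adjusted p = 9.2e-05) and 1.84 (adjusted p = 1.2e-05), in the 2 groups in which camera also called the markers of macrophages and Kupffer cells as higher, though not with an estimated correlation. In DR 30%, 3 were higher (3 adjusted over the list alone) and the list was not called (adjusted p = 0.126). The call of *Cdkn1a* in DR 30% vs Control was lost without Control mouse 323 (−1.03, adjusted p = 0.0505) or 326 (−0.98, adjusted p = 0.0503). Its difference between DR 30% and WT-Control, 0.85 (adjusted p = 0.0457), was not called with the values per gene (0.66, adjusted p = 0.141), after renewed quantile normalization (0.74, adjusted p = 0.0883), with a trend and robust variances (adjusted p = 0.0631) or without any 1 of WT-Control mice 401 to 405, WT-DR 421, Control 325 and DR 30% 365, 366, 368 and 369 (0.76 to 0.90, adjusted p = 0.0511 to 0.104).

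**Figure D2:**
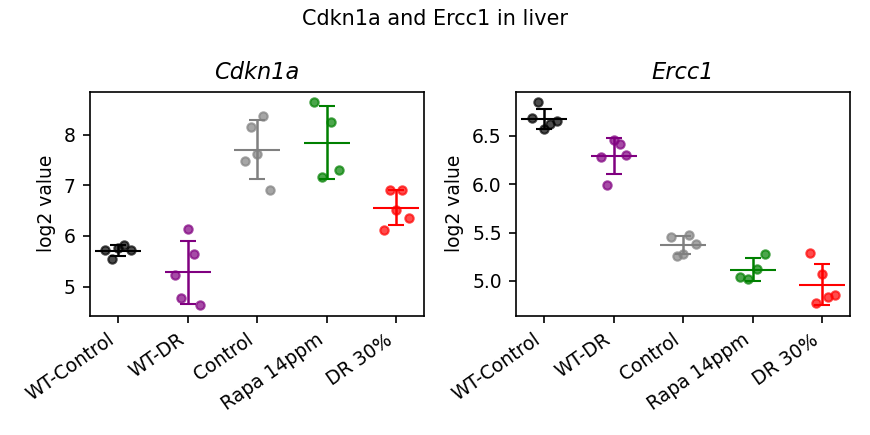
Log2 RMA values (y axis) of *Cdkn1a* and *Ercc1* in the 5 groups, with a dot per mouse and the mean ± SD as a line with a bar. *Cdkn1a* is at 7.70 ± 0.58 in Control and 5.71 ± 0.10 in WT-Control, and *Ercc1* at 5.37 ± 0.10 and 6.68 ± 0.11.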

**FIGURE 5:**
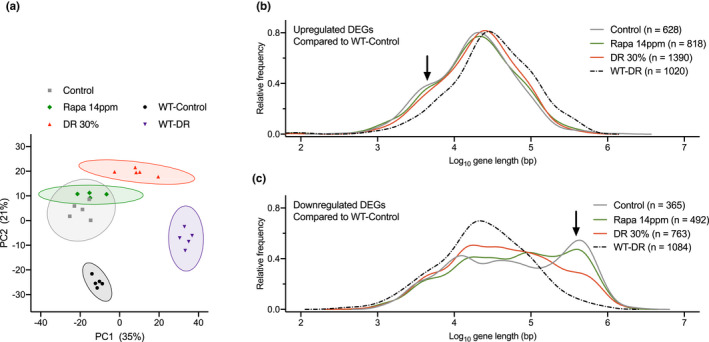
Rapamycin does not prevent transcription stress in *Ercc1* ^∆/−^ liver. a, Principal component analysis (PCA) of full genome liver RNA expression profiles of 11‐week‐old *Ercc1* ^∆/−^ mice fed *ad libitum* control diet (gray squares), diet supplemented with 14 ppm rapamycin (green diamonds), or fed 30% DR (red triangles). WT mice were fed *ad libitum* control diet (black circles) or 30% DR (purple triangles). This analysis takes into account all the genes in the microarray platform. The two main principal components, PC1 and PC2, explain 56% of the variability in the original dataset: PC1 (*x*‐axis, 35%) differentiates on the basis of expression changes induced by DR, independent of genotype; PC2 (*y*‐axis, 21%) reflects differences associated with genotype. 95% confidence intervals are indicated by colored circles around the dots. b, c, Relative frequency plot of gene length (log scale) of DEGs in 11‐week‐old WT mice given 30% DR (WT‐DR) versus *ad libitum* WT‐Control (black dashed lines), *Ercc1* ^∆/−^ mice fed Control diet versus WT‐Control (gray lines), *Ercc1* ^∆/−^ mice given 30% DR versus WT‐Control (red lines), and *Ercc1* ^∆/−^ mice fed 14 ppm rapamycin diet versus WT‐Control (green lines). b, Only upregulated genes. c, Only downregulated genes. Black arrows, extra peak of upregulated short genes (b) and peak of downregulated long genes (c) in both *Ercc1* ^∆/−^ Control and Rapa 14 ppm mice. Average gene lengths and *p* values of comparisons are indicated in Table S3. *n* = 4–5 animals per group

Previously, we have developed a method for the indirect detection of DNA lesions in transcribed regions using gene expression analysis (Vermeij, Dollé, et al., 2016). DNA lesions in transcribed regions can obstruct RNA polymerase II, creating transcription stress (Lans et al., 2019). As DNA damage accumulates stochastically, the likelihood that a gene suffers from a lesion blocking transcription is directly proportional to its length, thus leading to a genome‐wide decline of expression of primarily larger genes (Nakazawa et al., 2020; Vermeij, Dollé, et al., 2016). The distribution of expression changes from large and small genes, as inferred from, for example, liver transcriptomic data, has previously been identified as indicator of transcription stress, increasing with age in rodents and humans, elevated by DNA repair deficiency, but largely alleviated by DR (Milanese et al., 2019; Vermeij, Dollé, et al., 2016). 

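Long genes made up much of what was lower in Control than in WT-Control livers. *Fhit*, which encodes a diadenosine triphosphatase and spans 1611970 bp, was lower at a log2 fold change of −1.30 (standard error 0.08, adjusted p = 6.6e-10), from limma. *Dpyd*, the initial enzyme of pyrimidine breakdown (870816 bp), fell from 12.35 ± 0.05 (log2, SD, n = 5) to 11.28 ± 0.09 (n = 5), a log2 fold change of −1.07 (standard error 0.08, adjusted p = 9.9e-09), and *Pard3b*, a cell polarity gene (1003618 bp), was lower at −1.27 (adjusted p = 2.6e-08). *Tenm3*, a teneurin (1297160 bp), was lower at −1.52 (adjusted p = 2.1e-05) and *Erc2*, a scaffold protein gene, at −1.39 (adjusted p = 2.8e-05). These are among the 10 longest genes of the lower DEGs, which had log2 fold changes of −1.52 to −0.60. Gene lengths were taken from RefSeq on the assembly GRCm38.p6 and were known for 549 of the 738 higher and 314 of the 401 lower DEGs. The lower DEGs had a median length of 79538 bp and the higher ones of 19839 bp, against 25500 bp for all 28838 probe sets with a length. Of the lower DEGs, 46.8% lay in genes over 100000 bp, of the higher ones 7.83%, and of all probe sets 16.0%. Rank sum permutation tests against all probe sets (100000 resamples, two-sided) gave p = 1e-05 for each direction, the smallest they can give (adjusted p = 1.6e-05). Of 191 expressed genes over 300 kb, 47 (24.6%) were lower and 4 (2.09%) higher, with a mean log2 fold change of −0.30, whereas of 2670 genes of up to 10 kb 30 (1.12%) were lower and 120 (4.49%) higher. Several probe sets can stand for the same gene, and probe sets of the same gene are not independent. With 1 probe set per gene the higher DEGs no longer differed from the rest (median 18708 bp, adjusted p = 0.290), while the call for the lower DEGs held.

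**Figure D3:**
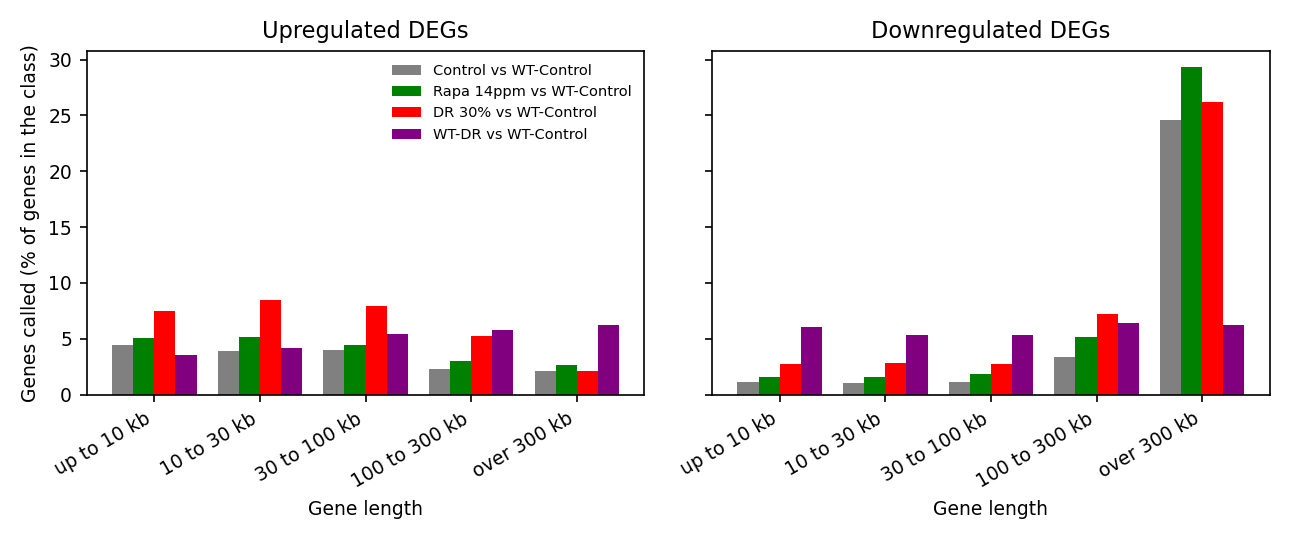
Share of the expressed genes of each length class (x axis, from up to 10 kb to over 300 kb) that were higher or lower DEGs (y axis, %, 1 panel per direction) in Control, Rapa 14 ppm, DR 30% and WT-DR, each against WT-Control. Of the genes over 300 kb, 24.6% were lower in Control, 29.3% in Rapa 14 ppm, 26.2% in DR 30% and 6.28% in WT-DR.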

Compared to WT animals, *Ercc1* ^∆/−^ mice showed a highly significant bias for large genes to be underrepresented in the category of genes showing increased expression and overrepresented in the class of genes with reduced expression (Figure 5b,c; gray solid versus black dashed lines; see arrows; and Table S3). While this shift in expression of large versus small genes was strongly attenuated by DR (Figure 5b,c; red lines and Table S3), rapamycin treatment failed to alleviate this parameter of age‐related transcription stress in *Ercc1* ^∆/−^ liver (Figure 5b, c; green lines and Table S3).

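The long genes of the *Ercc1* ∆/- livers were also lower under rapamycin and under restriction. *Fhit* was lower than in WT-Control at a log2 fold change of −1.31 (adjusted p = 1.6e-09) in Rapa 14 ppm and −1.14 (adjusted p = 1.6e-09) in DR 30%, and *Dpyd* at −1.17 (adjusted p = 7.9e-09) and −0.93 (adjusted p = 2.1e-08), all from limma. In WT-DR, *Fhit* differed from WT-Control by −0.06 (adjusted p = 0.682) and *Dpyd* by 0.10 (adjusted p = 0.453). *Fhit* and *Dpyd* did not differ between DR 30% and Control (0.16 (adjusted p = 0.266) and 0.14 (adjusted p = 0.343)) or between Rapa 14 ppm and Control (−0.01 (adjusted p = 0.981) and −0.10 (adjusted p = 0.782)). *Pard3b* was lower at −1.22 in Rapa 14 ppm and −1.38 in DR 30%. *Plcb1*, a phospholipase C, was lower in DR 30% than in Control at −0.55 (adjusted p = 0.00331). The lower DEGs of DR 30% vs WT-Control had a median length of 40666 bp, shorter than the 79538 bp of Control (rank sum permutation test, p = 1.8e-04, adjusted p = 3.1e-04 over 12 tests) and the 70289 bp of Rapa 14 ppm (p = 6.6e-04, adjusted p = 9.9e-04), which did not differ from each other (p = 0.452). In WT-DR the median was 24174 bp. The lists share DEGs, and DR 30% had 667 lower DEGs of known length, 33.7% of them over 100000 bp, so its shorter median does not show that fewer long genes were lower. The higher DEGs had medians of 19839 bp in Control, 20658.5 bp in Rapa 14 ppm, 24106 bp in DR 30% and 35051 bp in WT-DR. Those of Control were shorter than those of DR 30% (p = 0.00681, adjusted p = 0.00908), and those of Rapa 14 ppm did not differ from Control (p = 0.376) or from DR 30% (p = 0.0650). Genes over 300 kb, which encode many adhesion and signalling proteins, had a mean log2 fold change of −0.33 in Rapa 14 ppm, −0.29 in DR 30% and −0.04 in WT-DR against WT-Control. From Control to DR 30% their mean was 0.02, with 10 of the 191 genes higher and 3 lower. The 1048 genes of 100 to 300 kb had a mean of −0.075 in Control, −0.075 in Rapa 14 ppm and −0.032 in DR 30% against WT-Control. From Control to DR 30% the mean of this class was 0.043, with 42 genes higher and 22 lower. A slope of log2 expression on log10 gene length, over 10319 expressed genes and relative to WT-Control, was −0.0823 ± 0.0297 (SD, n = 5) in Control, −0.0749 ± 0.0157 (n = 4) in Rapa 14 ppm, −0.0578 ± 0.0175 (n = 5) in DR 30% and 0.0368 ± 0.0257 (n = 5) in WT-DR. It was below WT-Control in Control (exact two-sided permutation test, p = 0.00794, adjusted p = 0.0317 over 6 tests), Rapa 14 ppm (p = 0.0159, adjusted p = 0.0317) and DR 30% (p = 0.0159, adjusted p = 0.0317). It did not differ from Control in Rapa 14 ppm (by 0.00732, p = 0.659) or in DR 30% (by 0.0245, p = 0.222, exact permutation test). The 3′ to 5′ difference of control probe sets, a sign of RNA degradation, was 1.24 ± 0.31 (log2) in Control, 1.25 ± 0.30 in Rapa 14 ppm, 1.13 ± 0.24 in DR 30% and 0.99 ± 0.14 in WT-Control (Control vs WT-Control, exact permutation test, p = 0.119). Without a minimum of expression the slopes were not called (−0.0344, adjusted p = 0.119 in Control, −0.0304, adjusted p = 0.119 in Rapa 14 ppm and −0.0165, adjusted p = 0.171 in DR 30%). That of Rapa 14 ppm was −0.0876 to −0.0675 without any 1 of WT-Control mice 401 to 405 (adjusted p = 0.0571 to 0.0635), where 4 mice against 4 were too few to pass beside the other tests. It was not called without any 1 of Rapa 14 ppm 535 to 538 (−0.0823 to −0.0708, adjusted p = 0.0714), nor was that of DR 30% without WT-Control 402 to 405 or DR 30% 365, 366, 368 or 369 (−0.0637 to −0.0503, adjusted p = 0.0571 to 0.0635). The difference in median length between the lower DEGs of Rapa 14 ppm and DR 30% was not called with the values per gene (adjusted p = 0.0627), and that between the higher DEGs of Control and DR 30% not with 1 probe set per gene (adjusted p = 0.196), at a fold change of 2 (adjusted p = 0.105) or without Control mouse 321 (adjusted p = 0.0768). Other mice brought calls when left out. The higher DEGs of Rapa 14 ppm were shorter than those of DR 30% without WT-Control 401 (adjusted p = 0.00438) or 403 (0.0372), Rapa 14 ppm 536 (0.00770) or 537 (0.0487) or DR 30% 366 (0.0419), and those of Control shorter than those of Rapa 14 ppm without Control 327 (0.0386), while without WT-Control 402 the lower DEGs of Control were 1.67 times as long as those of Rapa 14 ppm (0.00594).

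**Figure D4:**
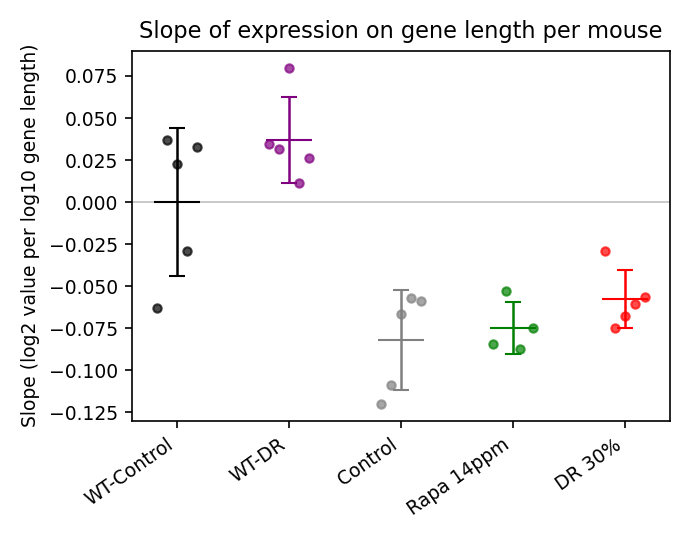
Slope of log2 expression on log10 gene length (y axis) per mouse in the 5 groups, relative to the mean of WT-Control, with a dot per mouse and the mean ± SD as a line with a bar; each WT-Control mouse is set against the other WT-Control mice. The mean is −0.0823 in Control, −0.0749 in Rapa 14 ppm, −0.0578 in DR 30% and 0.0368 in WT-DR.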

Together, these data indicate that rapamycin has a minimal effect on the liver transcriptional landscape and does not induce transcription changes triggered by DR that may underlie its beneficial effects in *Ercc1* ^∆/−^ mice (Vermeij, Dollé, et al., 2016) and WT mice (Miller et al., 2014; Unnikrishnan et al., 2020). 

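Restricted *Ercc1* ∆/- livers had 673 higher and 428 lower DEGs against Control. Genes that male livers express more than female livers fell together. *Hsd3b5*, a steroid dehydrogenase, was lower at a log2 fold change of −4.78 (standard error 0.53, adjusted p = 4.1e-06), from limma, *Elovl3*, a fatty acid elongase, at −4.79 (standard error 0.36, adjusted p = 3.3e-08), and *Cyp4a12a*, a fatty acid hydroxylase, at −4.15 (standard error 0.38, adjusted p = 2.5e-07). Female-biased genes rose, with *Cyp2b9*, a cytochrome P450, at 4.06 (adjusted p = 1.0e-04), *Acot3*, a peroxisomal acyl-CoA thioesterase, at 4.52 (standard error 0.36, adjusted p = 4.1e-08) and *Fmo2*, a monooxygenase, at 2.84 (adjusted p = 1.8e-06). Of 12 male-biased genes 9 were lower and of 10 female-biased genes 8 were higher (the same counts adjusted over the list alone; camera, adjusted p = 2.2e-17 and 1.3e-11; 0.0327 and 0.0316 with an estimated correlation). In WT-DR vs WT-Control, *Hsd3b5* was lower at −8.30 (standard error 0.53, adjusted p = 2.9e-10) and *Cyp2b9* higher at 7.08 (adjusted p = 1.1e-08). *Hsd3b5* in WT-DR was at 4.02 ± 0.56, below the median of the arrays, where the size of a fold change is uncertain. *Cyp2b9* was at 7.28 in WT-Control mouse 402 and at 4.09 to 4.80 in the others, near that median, so its size is also uncertain. In this comparison 11 male-biased genes were lower and 8 female-biased genes higher (the same counts adjusted over the list alone; camera, adjusted p = 4.2e-18 and 1.8e-12; 0.0327 and 0.0316 with an estimated correlation). In Rapa 14 ppm vs Control no gene of these lists was a DEG by limma (1 lower and 0 higher when adjusted over the list alone), with *Elovl3* at −1.53 (adjusted p = 0.142), a DEG only without Control mouse 327 (−1.84, adjusted p = 0.0189), and *Cyp4a12a* at −0.70 (adjusted p = 0.600). Their medians of −0.27 and 0.27 were called by camera (adjusted p = 0.00769 and 0.0166; 0.475 and 0.378 with an estimated correlation), but not without Rapa 14 ppm mouse 536 (−0.18, adjusted p = 0.106, and 0.25, adjusted p = 0.0849) or, for the female-biased list, without dim probe sets (adjusted p = 0.0505). Among 20 genes of fatty acid oxidation and PPARalpha targets, 5 were higher in DR 30% than in Control (5 adjusted over the list alone; camera, adjusted p = 8.3e-06; adjusted p = 0.291 with an estimated correlation), with the acyl-CoA thioesterase *Acot1* at 1.41 (adjusted p = 0.00438). Of 24 xenobiotic phase I enzymes, 8 were higher and 3 lower (the same counts adjusted over the list alone; camera, adjusted p = 2.6e-05; adjusted p = 0.215 with an estimated correlation), with *Cyp2c39* at 3.14 (adjusted p = 3.2e-07). In Rapa 14 ppm vs Control, 0 of these enzymes were DEGs by limma and 3 were higher adjusted over the list alone. Camera called them at a median of 0.05 (adjusted p = 0.0244; adjusted p = 0.478 with an estimated correlation), but not with the values per gene (adjusted p = 0.0624), the 2 groups alone (0.0622), no dim probe sets (0.0809) or without Control mouse 323 (0.212) or Rapa 14 ppm 536 (0.196) or 537 (0.0559). Of 17 genes of the circadian clock, 9 were higher and 3 lower in DR 30% (the same counts adjusted over the list alone; camera, adjusted p = 0.0152; adjusted p = 0.291 with an estimated correlation), with the clock repressors *Ciart* at 3.53 (adjusted p = 7.6e-04) and *Per1* at 2.38 (adjusted p = 7.1e-04). In Rapa 14 ppm 0 were DEGs by limma (adjusted p = 0.471 by camera, or 0.0406 without Rapa 14 ppm mouse 535). The time of day at which the livers were taken is not stated, and restricted mice were fed shortly before the dark period. A shift in phase of clock genes, *Usp2* among them, therefore cannot be told apart from a change in level. The 1538 higher and 1187 lower DEGs of WT-DR vs WT-Control served as restriction genes. Of the higher ones 1377 (89.5%) were also higher in DR 30% than in Control, 396 as DEGs, and 1013 (65.9%) were higher in Rapa 14 ppm, 2 as DEGs. Of the lower ones 1091 (91.9%) were lower in DR 30%, 295 as DEGs, and 757 (63.8%) in Rapa 14 ppm, 1 as a DEG. Of all probe sets, 47.1% were higher and 52.9% lower in Rapa 14 ppm. In Control vs WT-Control, without restriction, 70.5% of the higher genes were higher and 61.2% of the lower ones lower, but this comparison shares the WT-Control mice with that which gave the restriction genes. The mean of the higher less that of the lower restriction genes, relative to WT-Control, was 1.30 ± 0.28 (log2, SD, n = 5) in DR 30%, 0.55 ± 0.25 (n = 4) in Rapa 14 ppm and 0.32 ± 0.22 (n = 5) in Control. DR 30% exceeded Control by 0.98 (exact two-sided permutation test, p = 0.00794, adjusted p = 0.0238 over 3 tests), and Rapa 14 ppm by 0.23 (p = 0.183). Control and WT-Control differed by 0.32 (p = 0.0397, adjusted p = 0.0595). From the liver data together, the paper concludes that rapamycin changes the transcriptome little and does not bring the changes seen under restriction. It proposes that the latter may underlie the benefit of DR.

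**Figure D5:**
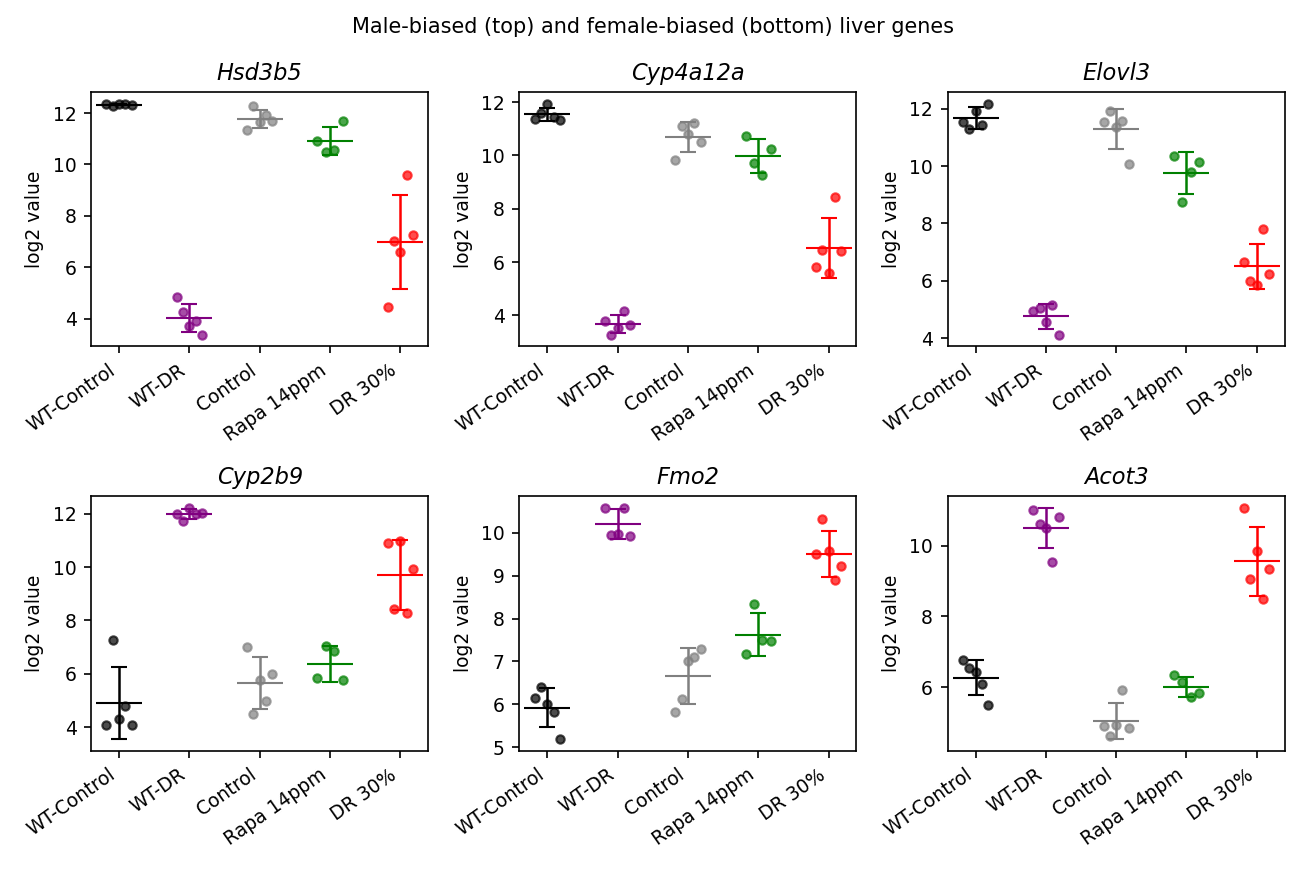
Log2 RMA values (y axis) of the male-biased genes *Hsd3b5*, *Cyp4a12a* and *Elovl3* (top) and the female-biased genes *Cyp2b9*, *Fmo2* and *Acot3* (bottom) in the 5 groups, with a dot per mouse and the mean ± SD as a line with a bar. *Hsd3b5* is at 11.77 ± 0.34 in Control, 10.91 ± 0.55 in Rapa 14 ppm and 6.99 ± 1.83 in DR 30%.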

More importantly, rapamycin does not prevent transcription stress, which is likely an important mechanism that underlies the anti‐aging effect of DR (Vermeij, Dollé, et al., 2016).

## 3 DISCUSSION

The quest for DR mimetics has promoted rapamycin as a strong candidate drug for anti‐aging interventions (Blagosklonny, 2019; Fontana et al., 2010; Harrison et al., 2009; Ingram & Roth, 2015). Remarkably, we found that rapamycin did not increase life span of *Ercc1* ^∆/−^ mice, a progeroid DNA repair deficiency mouse model that mimics numerous aspects of aging and responds well to DR (Vermeij, Dollé, et al., 2016). Unlike DR, rapamycin failed to improve important parameters of healthspan: liver, vascular and nervous system pathology, and neurological deficits. We tested rapamycin in multiple cohorts, consistently finding no effect on survival independent of gender, dose, and starting time of the treatment (Figure 6). Importantly, rapamycin treatment resulted in mild weight loss, at the highest dosage of 42 ppm, or at the intermediate dosage of 14 ppm when intervention was started at the early age of 4 weeks, without affecting food intake, indicating that rapamycin in *Ercc1* ^∆/−^ mice at least in part reproduces a main biological effect found in WT mice (Miller et al., 2014). In addition, consistent with mTORC1 inhibition, we found reduced phosphorylation of ribosomal protein S6, a major target of mTORC1, in liver and brain tissue. Finally, we used a genetic approach, which demonstrated that chronic alteration of mTORC1 activity did not have an effect on the life span of *Ercc1* ^∆/−^ or *Xpg* ^−/−^ mice, distinct progeroid mouse models carrying deficiencies in different DNA repair genes, ruling out that inability of rapamycin to extend life span is somehow *Ercc1*‐specific (Figure 6). As all interventions, via different dosages of rapamycin and by genetic means, did not yield health‐ or life span benefits, it would be unlikely that negative and positive effects would cancel out under all these conditions and for all studied endpoints.

**FIGURE 6:**
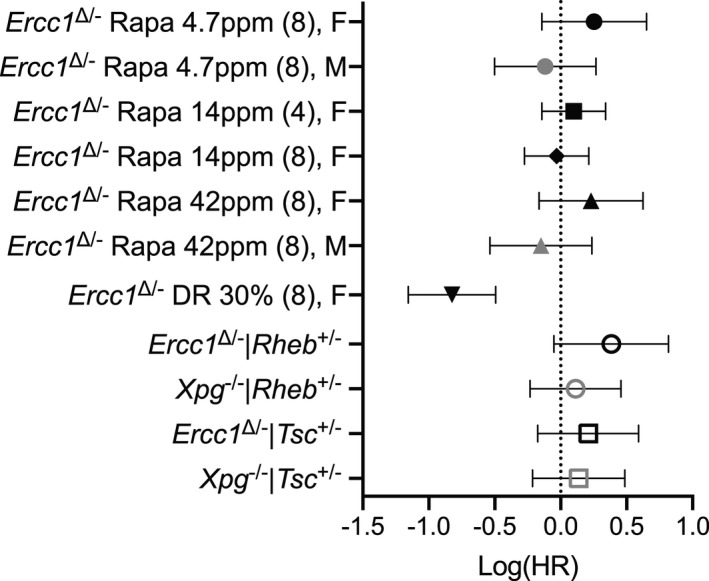
Forest plot of effect size for the logarithm of the hazard ratio (HR; with 95% confidence interval as error bars) for changes in survival of all cohorts represented in this study (data from Figures 1, 2, and 4). Rapamycin treatments per gender were compared to its own *Ercc1* ^∆/−^ control group. Dosage of rapamycin, age of initiation (between brackets), and gender F (females), M (males) are indicated. Genetic modulation of mTOR activity (by *Rheb* ^+/−^ and *Tsc* ^+/−^ mutation) was assessed mixed gender and compared to the appropriate *Ercc1* ^∆/−^ or *Xpg* ^−/−^ controls. Mice subjected to 30% dietary restriction (DR) were compared to the *Ad libitum* mock *Ercc1* ^∆/−^ control from Figure 1h. The direct comparison of DR versus rapamycin yielded a log(HR) of −0.8386 (with 95% CI of −0.5130 to −1.1641)

Together, this indicates that inhibition of mTOR signaling, including reduced phosphorylation of ribosomal protein S6, fails to improve life span, and does not mediate the beneficial effects of DR in these mice. Even less than 25% of the life span extension exerted by 30% DR would have been easily picked up in our model, stressing the disparity between rapamycin and DR to delay the aging features accelerated in progeroid DNA repair mutants. This points to fundamental differences in the way mTORC1 signaling and DR act, consistent with recent findings of dissimilar effects on multiple pathways and molecular processes, by DR and rapamycin in WT mice, indicating that they extend life span through different mechanisms, again questioning the extent to which rapamycin can be regarded as DR mimetic (Garratt et al., 2016; Thompson et al., 2018; Tyshkovskiy et al., 2019; Unnikrishnan et al., 2020).

Rapamycin may extend survival mainly via acting only on a narrow subset of aging traits, in particular altered immune function and suppression of cancer (Christy et al., 2015; Ehninger et al., 2014; Hasty et al., 2014; Livi et al., 2013). A scenario where the anti‐aging effect primarily results from its anti‐cancer effect would match with our data, as *Ercc1* ^∆/−^ mice show accelerated aging without development of neoplasia throughout their (brief) life span (Dollé et al., 2011; Marteijn et al., 2014) rendering an anti‐cancer drug ineffective in modifying life span of these progeroid DNA repair‐deficient mice. mTOR was recently shown to be required for the survival of mice with short telomeres (Ferrara‐Romeo et al., 2020). Although the *Ercc1* ^∆/−^ mice age accelerated, they and related progeria patients do not have shortened telomeres (Zhu et al., 2003). Rapamycin has been found to extend life span in progeroid Lamin A/C‐deficient mice that models Hutchinson–Gilford progeria syndrome (HGPS) (Kawakami et al., 2019; Ramos et al., 2012). These mice display overall increased mTORC1 activity, and the beneficial effect has been linked to reversal of this increased mTOR activity. However, unlike Lamin A/C‐deficient progeroid animals, DNA repair‐deficient *Ercc1* ^∆/−^ mice show more dissimilar mTORC1 changes with at least suppressed mTOR activity with concomitant elevated autophagy in brain.

Our transcriptome analysis reveals that rapamycin and DR have effects on the *Ercc1* ^∆/−^ liver transcriptome that are qualitatively and quantitatively very different, with rapamycin‐fed mice clustering with the *ad libitum* fed *Ercc1* ^∆/−^ controls. These data are consistent with transcriptome analyses of liver from WT mice, showing that the limited amount of changes induced by rapamycin hardly overlap with those changed by DR (Tyshkovskiy et al., 2019; Unnikrishnan et al., 2020). This indicates that rapamycin and DR largely work via different mechanisms, DR in part via attenuating the GH‐axis (Tyshkovskiy et al., 2019), whereas rapamycin might work via mechanisms that cannot be easily altered in the *Ercc1* ^∆/−^ mice. 

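Compared directly, Rapa 14 ppm and DR 30% livers differed in 725 DEGs, of which 318 were higher and 407 lower under rapamycin. *Hsd3b5* was higher in Rapa 14 ppm by a log2 fold change of 3.92 (standard error 0.56, adjusted p = 2.5e-04) from limma and *Elovl3* by 3.25 (standard error 0.38, adjusted p = 3.0e-05), while *Acot3* was lower at −3.55 (standard error 0.38, adjusted p = 1.0e-05) and *Cux2*, a transcription factor more expressed in female liver, at −2.93 (adjusted p = 3.3e-04). Of 12 male-biased genes, 9 were higher, and of 10 female-biased genes, 7 were lower (the same counts adjusted over the list alone; camera, adjusted p = 4.5e-16 and 1.2e-09; 0.0329 and 0.0327 with an estimated correlation). Heat shock proteins were higher in Rapa 14 ppm, as 4 of 12 genes (7 adjusted over the list alone; camera, adjusted p = 1.5e-06; adjusted p = 0.304 with an estimated correlation), with the cytosolic chaperone *Hsp90aa1* at 1.34 (adjusted p = 0.00429). Against Control, *Hsp90aa1* was lower in DR 30% at −1.24 (adjusted p = 0.00270), as 1 DEG of the list (3 adjusted over the list alone; camera, adjusted p = 0.00149; adjusted p = 0.481 with an estimated correlation). Genes of the unfolded protein response were 3 higher and 1 lower of 16 in Rapa 14 ppm vs DR 30% (4 and 1 adjusted over the list alone; camera, adjusted p = 8.7e-05; adjusted p = 0.319 with an estimated correlation) and 1 higher and 4 lower in DR 30% vs Control (2 and 6 adjusted over the list alone; adjusted p = 1.5e-04; 0.332 with an estimated correlation). The chaperone gene *Hyou1* was lower in DR 30% than in Control at −0.94 (adjusted p = 5.9e-04). Of 24 xenobiotic phase I enzymes, 2 were higher and 7 lower in Rapa 14 ppm (the same counts adjusted over the list alone; camera, adjusted p = 7.5e-04; adjusted p = 0.304 with an estimated correlation), among the lower ones *Cyp2c39* at −2.14 (adjusted p = 2.6e-04). Of 27 p53 targets, 2 were higher and 1 lower (5 and 1 adjusted over the list alone; camera, adjusted p = 0.00301; adjusted p = 0.319 with an estimated correlation). *Cdkn1a* was higher in Rapa 14 ppm by 1.28 (adjusted p = 0.0177), which was not called without Rapa 14 ppm mouse 535 (1.01, adjusted p = 0.0951) or 537 (1.14, adjusted p = 0.0761) or DR 30% mouse 362 (1.17, adjusted p = 0.0531). Of 17 genes of the circadian clock, 2 were lower (2 adjusted over the list alone; camera, adjusted p = 0.0321; adjusted p = 0.336 with an estimated correlation), a list call lost without Rapa 14 ppm mouse 535 (median −0.25, adjusted p = 0.107) or DR 30% mouse 362 (−0.60, adjusted p = 0.0595) or 369 (−0.51, adjusted p = 0.0639). Across probe sets, the fold changes of Rapa 14 ppm and DR 30%, both against Control, correlated at r = 0.492, within the 0.131 to 0.773 of simulated unchanged groups that share their controls. With different Control mice in each comparison the mean r was 0.266 (0.115 to 0.416 over 20 splits), within the −0.368 to 0.480 of simulated groups. The number of DEGs between Rapa 14 ppm and DR 30% was 475 without Rapa 14 ppm mouse 535, 346 with the values per gene, 2326 at any fold change and 212 at a fold change of 2.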

Earlier studies have shown that short‐lived *Ercc1* ^∆/−^ and *Xpg* ^−/−^ DNA repair‐deficient mice themselves induce a protective “survival response”, suppressing growth and hormone levels (e.g., GH, IGF1, TH) and boosting anti‐oxidant and maintenance mechanisms (Milanese et al., 2019; Niedernhofer et al., 2006; van der Pluijm et al., 2007) and Table S2), mimicking the response induced by DR and in long‐lived GHR‐KO dwarf mice (Schumacher et al., 2008; Vermeij, Dollé, et al., 2016). 

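Against WT-Control, the *Ercc1* ∆/- livers showed lower expression of some hormone genes and higher expression of antioxidant genes on each diet. *Ghr*, the growth hormone receptor, was lower than in WT-Control at a log2 fold change of −0.39 (standard error 0.07, adjusted p = 0.00110) in Control, −0.48 (adjusted p = 2.3e-04) in Rapa 14 ppm and −0.88 (standard error 0.07, adjusted p = 1.1e-08) in DR 30%, from limma, and of these only that in DR 30% passed a fold change of 1.5. *Igf1*, the main mediator of growth hormone, was lower in DR 30% at −0.35 (adjusted p = 1.4e-04) and did not pass the test in Control (−0.17 (adjusted p = 0.0820)) or Rapa 14 ppm (−0.11 (adjusted p = 0.313)). *Dio1*, the deiodinase that activates thyroid hormone, was lower at −1.14 (standard error 0.26, adjusted p = 0.00768) in Control, −1.98 (standard error 0.28, adjusted p = 4.6e-05) in Rapa 14 ppm and −2.39 (standard error 0.26, adjusted p = 6.7e-07) in DR 30%. *Nqo1*, a quinone reductase driven by NRF2, was higher by 1.27 (standard error 0.15, adjusted p = 5.9e-06), 2.00 (standard error 0.16, adjusted p = 2.0e-08) and 2.46 (standard error 0.15, adjusted p = 1.1e-10) in the same order. Restricted WT livers moved in the same direction. *Nqo1* was at 7.06 to 7.36 (log2) in the WT-DR mice and 5.53 to 5.91 in the WT-Control mice. *Dio1* was at 8.44 to 10.43 and 10.82 to 11.20, *Ghr* at 11.97 to 12.41 and 12.73 to 12.81, and *Igf1* at 12.17 to 12.34 and 12.47 to 12.54. The differences of DR 30% from WT-Control thus hold diet as well as genotype. Of 23 measured antioxidant genes and NRF2 targets, 7 were higher in Control, 7 in Rapa 14 ppm and 8 in DR 30% (the same counts adjusted over the list alone), and 0 were lower by limma. The camera test gave adjusted p = 1.8e-04, 5.5e-05 and 1.1e-04, and adjusted p = 0.217, 0.181 and 0.213 with an estimated correlation. *Gsta2*, a glutathione transferase, was higher by 1.74 (adjusted p = 5.7e-06), 2.25 (adjusted p = 2.7e-07) and 2.44 (adjusted p = 1.1e-08), and *Gstm3*, another, by 1.37, 1.63 and 1.92. Of 10 genes of the thyroid hormone response, 2 were lower in Control (3 adjusted over the list alone), 2 in Rapa 14 ppm (3) and 4 in DR 30% (5), where 1 was higher. The camera test called this list at adjusted p = 0.0197, 0.0300 and 0.0351 (0.146, 0.181 and 0.181 with an estimated correlation), but not with the values per gene (0.131, 0.187 and 0.115), nor in DR 30% without its mouse 368 (0.0571). Of 12 genes of the growth hormone and IGF1 axis, 0 were higher and 0 lower by limma in Control (3 higher adjusted over the list alone), 1 was higher in Rapa 14 ppm (2 adjusted over the list alone), and 1 was higher and 4 lower in DR 30% (2 and 4 adjusted over the list alone). *Socs2*, an inhibitor of growth hormone signalling, was higher by 2.60 (adjusted p = 0.00878) in Rapa 14 ppm and 2.71 (adjusted p = 0.00208) in DR 30%, and *Igfals*, which stabilises circulating IGF1, was lower in DR 30% at −0.74 (adjusted p = 0.00295). Camera called the list in none of the 3 groups (adjusted p = 0.903, 0.953 and 0.113). Its median was −0.05 and its mean 0.41 in Rapa 14 ppm, and −0.28 and 0.01 in DR 30%, where the test pointed lower. Between DR 30% and Control, 1 of the 12 genes of this axis was lower (1 adjusted over the list alone) and the list was called as lower (median −0.51, camera adjusted p = 0.00461; adjusted p = 0.296 with an estimated correlation). *Ghr* was lower in DR 30% than in Control at −0.49 (adjusted p = 1.7e-04) and *Dio1* at −1.25 (adjusted p = 0.00365), while *Nqo1* was higher by 1.20 (adjusted p = 1.9e-05). Rapa 14 ppm and Control differed in *Ghr* by −0.08 (adjusted p = 0.785), in *Dio1* by −0.84 (adjusted p = 0.294) and in *Nqo1* by 0.73 (adjusted p = 0.0781), with no call except for *Nqo1* with the values per gene (0.83, adjusted p = 0.0398) and without Control mouse 327 (0.81, adjusted p = 0.0220).

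**Figure D6:**
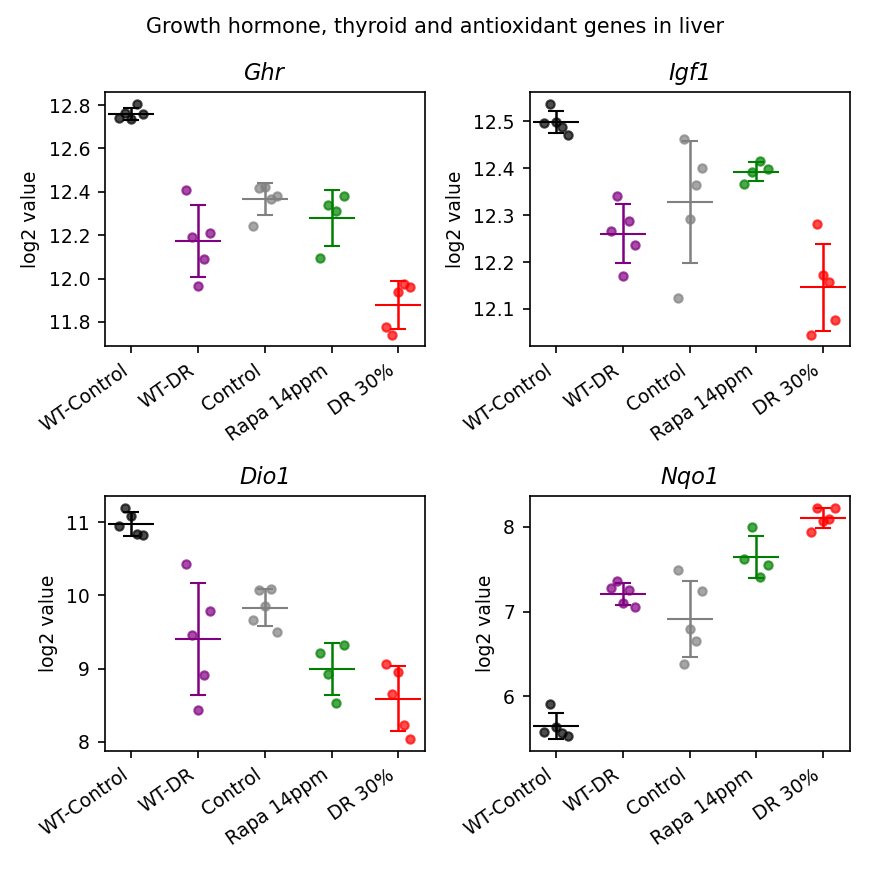
Log2 RMA values (y axis) of *Ghr*, *Igf1*, *Dio1* and *Nqo1* in the 5 groups, with a dot per mouse and the mean ± SD as a line with a bar. *Nqo1* is at 5.65 ± 0.15 in WT-Control, 6.91 ± 0.45 in Control, 7.65 ± 0.25 in Rapa 14 ppm and 8.11 ± 0.12 in DR 30%.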

Intriguingly, rapamycin also fails in increasing life span in GHR‐KO mice, but rather shortens their life span (Fang et al., 2018). This reduced longevity of GHR‐KO mice has been linked to potential effects of rapamycin such as disrupted glucose and lipid metabolism homeostasis, and reduced immune function (Fang et al., 2018). The data of the GHR‐KO mice indicate that the context of lower GH signaling as observed in our *Ercc1* ^∆/−^ and *Xpg* ^−/−^ mice may mask the beneficial effects of rapamycin.

The central remaining question is as follows: How does DR delay aging in *Ercc1* ^∆/−^ mice? Several interventions in DNA repair‐deficient mice have targeted specific pathways underlying mechanisms connected to DR (Alyodawi et al., 2019; Czerwinska et al., 2018; Fuhrmann‐Stroissnigg et al., 2017; Kim et al., 2020; La Fata et al., 2017; Lavasani et al., 2012; Milanese et al., 2019; Tilstra et al., 2012; van Beek et al., 2017; Vermeij, Dollé, et al., 2016; Wu et al., 2017). However, none of these resulted in life span and healthspan extensions in the range of those by DR, although some benefits have been documented on specific tissues and readouts (Alyodawi et al., 2019; van Beek et al., 2016, 2017; La Fata et al., 2017; van der Lugt et al., 2019). Despite decades of intense research the mechanism(s) underlying DR remain(s) largely unresolved. One possibility is that DR acts through multiple pathways and requires combinatorial interventions, each targeting distinct pathways affected by DR. As explained below, another possibility is that DR lowers endogenous reactive species, reducing DNA damage and transcription stress, which are factors underrepresented in current anti‐aging studies.

Interestingly, rapamycin‐mediated inhibition of mTORC1 has recently been implicated in DNA damage response signaling and transcription in WT and long‐lived mutants (Dominick et al., 2017; Ma et al., 2018; Panday et al., 2017; Xie et al., 2018). As *Ercc1* ^∆/−^ mice are genetically compromised in at least four DNA repair mechanisms, enhancing DNA damage response signaling is expected to fail in extending life span in these mice. This idea is fully in line with our findings; especially the absence of an effect by rapamycin on the number of P53‐positive nuclei (Figure 3g,h), as marker of genotoxic stress in brain, transcription changes of DNA damage response and cell fate markers (Figure S6b) and transcription stress in liver (Figure 5b,c and Table S3), in sharp contrast with DR (Vermeij, Dollé, et al., 2016). Hence, an important anti‐aging effect of DR may be triggering the protective “survival response”, which includes boosting anti‐oxidant defenses and metabolic redesign thereby reducing the DNA damage load, consistent with the alleviation of genome‐wide transcription stress by DR. Since repair‐deficient progeroid mutants are particularly sensitive to DNA damage, this would explain their overresponse to DR. As DNA damage and genome instability are important contributors to aging (Hoeijmakers, 2009; Niedernhofer et al., 2018), determining transcription stress may be a valuable parameter for assessing the potential of DR mimetics in reducing DNA damage.

## 4 EXPERIMENTAL PROCEDURES

### 4.1 Ethics statement

All of the animals used in the experimental procedures were in accordance with the Principles of Laboratory Animal Care and with the guidelines approved by the Animal Ethical Committee of the National Institute for Public Health and the Environment (DEC no. 200900263, 201100026, and 2016‐0047‐011) or Erasmus MC (DEC no. 139‐12‐12 and 139‐12‐13) in full accordance with European legislation (Recommendation 2007‐526‐EC). Animals were maintained in a controlled environment (20–22°C, 12 h light:12 h dark cycle) and were housed in individual ventilated cages under specific pathogen‐free conditions. Animals were group housed at the RIVM location when possible and individually housed at the EMC location. Food and water were offered *ad libitum* unless otherwise stated. All efforts were made to ameliorate the suffering of the animals.

### 4.2 Mouse models

The generation and characterization of *Ercc1* ^∆/+^ and *Ercc1* ^+/−^ mice have been previously described (Weeda et al., 1997). *Ercc1* ^∆/−^ mice were obtained by crossing *Ercc1* ^∆/+^ (in a pure C57BL6J or FVB background) with *Ercc1* ^+/−^ mice (in a pure FVB or C57BL6J background, respectively) to yield *Ercc1* ^∆/−^ offspring with a genetically uniform F1 C57BL6J/FVB hybrid background (see ref. (Barnhoorn et al., 2014) for motivation). Wild‐type F1 littermates were used as controls. Similarly, *Xpg* ^−/−^ mice have been characterized previously (Barnhoorn et al., 2014) and were generated by crossing *Xpg* ^+/−^ (in a pure C57BL6J background) with *Xpg* ^+/−^ mice (in a pure FVB background). *Rheb* ^+/−^ mice and *Tsc* ^+/−^ mice have both been described previously (Goorden et al., 2011) and were of a pure C57BL6J background. These heterozygous lines were first crossed with *Ercc1* ^∆/+^, *Ercc1* ^+/−^, and *Xpg* ^+/−^ mice (all in pure C57BL6J backgrounds) prior to the generation of F1 hybrid *Ercc1* ^∆/−^ and *Xpg* ^−/−^ mice. Hence, all animals used in the studies described here were of the same genetic F1 C57BL6J/FVB hybrid background. Typical unfavorable characteristics, such as blindness in an FVB background or deafness in a C57BL6J background, do not occur in this hybrid background. All experiments were used with male and female mice, with numbers for each indicated, unless otherwise stated. Animals were divided randomly over all groups to prevent selection bias. Mice were clinically diagnosed daily in a blinded manner and, weighed, visually inspected weekly, and where indicated scored in a blinded fashion for gross morphological and motor abnormalities. Since the *Ercc1* ^∆/−^ and *Xpg* ^−/−^ mice were smaller, food was administered within the cages and water bottles with long nozzles were used from around two weeks of age.

### 4.3 Dietary treatment with rapamycin

All animals were bred and maintained on AIN93G synthetic pellets (Research Diet Services B.V.; gross energy content 4.9 kcal/g dry mass, digestible energy 3.97 kcal/g, using 2.3 g/kg choline chloride instead of choline bitartrate). Microencapsulated rapamycin (eRapa) and empty microcapsules (Eudragit S100) were obtained from Southwestern Research Institute (San Antonio, TX, USA). 46.7, 140, and 420 mg eRapa, containing 10% Rapamycin, was added per kg AIN93G food mix, resulting in a 4.7, 14, and 42 ppm rapamycin supplemented diet. For the microcapsule control diet, 378 mg empty microcapsules were added per kg AIN93G food mix. Otherwise, normal AIN93G was used as control. The diets were processed into pellets which were radiated with 9 kGy (Isotron, Ede, the Netherlands). Supplemented eRapa and control diets were supplied *ad libitum* to the mice at either 4 or 8 weeks of age for the remainder of their life. On average, *Ercc1* ^∆/−^ and *Xpg* ^−/−^ mice ate 2.3 g food per day. Dietary restriction was initiated at 7 weeks of age with 10% food reduction (2.1 g/day), when animals reached almost maximum body weight and development was completed. Dietary restriction was increased weekly by 10%, until it reached 30% dietary restriction (1.6 g/day) from 9 weeks of age onward. Food was given to the animals just before the start of the dark (active) period to avoid alteration of the biological clock.

### 4.4 Phenotype scoring

The mice were weighed and visually inspected weekly, and were scored in a blinded manner by three experienced research technicians for the onset of various phenotypical parameters. Whole‐body tremor was scored if mice were trembling for a combined total of at least 10 s when put on a flat surface for 20 s. Impaired balance was determined by observing the mice walking on a flat surface for 20 s. Mice that had difficulties in maintaining an upright orientation during this period were scored as having imbalance. Mice showing an abnormal curvature of the spine were scored as having kyphosis.

### 4.5 Behavioral analyses

Rotarod performance was assessed by measuring the average time spent on an accelerating rotarod (Ugo Basile). All animals were given four consecutive trials of a maximum of 5 min with inter‐trial intervals of 1 h. For weekly monitoring, the motor coordination performance was measured with two consecutive trials of a maximum of 5 min.

### 4.6 Immunoblotting

Liver extracts were prepared by mechanical disruption in lysis buffer (150 mM NaCl, 1% Triton X‐100, 50 mM Tris), which was supplemented with mini complete protease inhibitor (Roche Diagnostics) and phosphatase inhibitors (5 mM NaF, 1 mM Na‐orthovanadate). After mechanical disruption, lysates were incubated on ice for 1 h and subsequently centrifuged at 4°C for 20 min. Lysate (25–50 μg) was loaded on a 10% SDS–PAGE gel (Life Technologies LTD) and transferred to a PVDF transfer membrane (GE‐Healthcare Life Sciences). Rabbit anti‐S6 (Cell Signaling Technology; 2217S Lot5, RRID:AB_331355; 1:2000), rabbit anti‐pS6 (Ser 240/244, Cell Signaling Technology; 2215 Lot 14, RRID:AB_331682; 1:500), and mouse anti‐β‐Actin (Sigma Aldrich; A5441 Lot064M4789V, RRID:AB_476744; 1:25.000) were used for detection, semi‐quantified using the ImageJ software package (http://rsb.info.nih.gov/ij/index.html), and phosphorylated:total ratios relative to *ad libitum* samples were calculated.

Brain extracts were prepared by mechanical disruption in RIPA lysis buffer (50 mM Tris, 150 mM NaCl, 0.5% Sodium Dyoxycholate, 1% NP40, 1% SPS) which was supplemented with mini cOmplete protease inhibitor (Roche Diagnostics) and PhosStop phosphatase inhibitor (Roche Diagnostics). After mechanical disruption, lysates were subsequently centrifuged at 4°C for 20 min and any debris was discarded. Lysates (30 μg) were loaded on a 12 or 15% SDS–PAGE gel and transferred to a Nitrocellulate or PVDF transfer membrane using wet transfer. Membranes were blocked in 5% BSA or 5% milk for an hour at room temperature and incubated overnight at 4 °C. Following primary antibodies were used: rabbit anti‐pS6 (Ser 240/244, Cell Signaling Technology; 5364, RRID:AB_10694233; 1:1000), mouse anti‐S6 (Santa Cruz Biotechnology; SC‐74459, RRID:AB_1129205 1:1000), rabbit anti‐GFAP (DAKO; Z0334, RRID AB_10013382; 1:5000), chicken anti‐Neun (Millipore; ABN78, RRID:AB_10807945; 1:5000), rabbit anti‐Beclin (Cell Signaling Technology; 3738, RRID:AB_490837; 1:1000), rabbit anti‐LC3 (Cell Signaling Technology; 2775, RRID:AB_915950; 1:750), and mouse anti‐Actin (Millipore; MAB1501, RRID:AB_2223041; 1:20.000). Secondary antibodies were either horseradish peroxidase conjugated (HRP; Invitrogen; G‐21234, RRID:AB_2223041; 1:5000) or near‐infrared‐dye conjugated (IRDye; Licor Biotech, 926‐32212/926‐32213/926‐68075/926‐68075/926‐68072/926‐68073; 1:20.000) and were incubated for one hour at room temperature. Antibody recognition was done either with Pierce™ Enhanced Chemiluminescence (ECL) Western Blotting Substate (Thermo Scientific) and Chemi‐Doc MP Imaging system (Biorad) or by Odissey scanner (Licor Biotech). Levels of proteins were quantified using either ImageStudio (Licor Biotech) or ImageLab (Biorad).

### 4.7 FACS analysis of nuclear DNA content

Polyploidy levels were assessed based on propidium iodide (PI) fluorescence using FACS analysis (Duncan et al., 2010; McWhir et al., 1993). A small part of the left lobe (approximately 5 mm^3^) was dissected, cut into small fragments, and suspended in 800 μl PBS using a syringe (21G). A total of 300 μl homogenate was added to 300 μl 100% ethanol for fixation. Samples were stored for at least 24 h before further processing. After fixation, the liver homogenate was washed with ice‐cold PBS and subsequently incubated with a pepsin solution for 20 min. After washing in PBS/Tween‐20, cells were collected in 500 μl PBS supplemented with 5 μg/ml PI and 250 μg/ml RNase and samples were measured using the FACS (FACSCalibur, Becton Dickinson).

### 4.8 Histological procedures

Mice were anaesthetized with pentobarbital and perfused transcardially with 4% paraformaldehyde. The brain specimens were carefully dissected out, post‐fixed for 1 h in 4% paraformaldehyde, cryoprotected, embedded in 12% gelatin, rapidly frozen, and sectioned at 40 μm using a freezing microtome or stored at −80°C until use. Frozen sections were processed free floating using the ABC method (ABC, Vector Laboratories) or single‐, double‐, and triple‐labeling immunofluorescence (de Waard et al., 2010; Vermeij, Dollé, et al., 2016). Primary antibodies (supplier; catalogue number, RRID number; dilution) used in this study were as follows: rabbit anti‐GFAP (DAKO; Z0334, AB_10013382; 1:8000); mouse anti‐NeuN (Millipore; MAB377, AB_2298772; 1:1,000); rabbit anti‐P53 (Leica; NCL‐p53‐CMP5, AB_2744683; 1:1000); rabbit anti‐Calbindin (Swant; CB‐38a, AB_2314070; 1:20,000); mouse anti‐Calbindin (Sigma Aldrich; C9848, AB_2313712; 1:20,000); and goat anti‐FOXP2 (Santa Cruz Biotechnology; sc21069, AB_2107124; 1:1000). Alexa488‐, Cy3‐, and Cy5‐conjugated secondary antibodies raised in donkey (Jackson ImmunoResearch) diluted at 1:200 were used for confocal immunofluorescence. Sections were analyzed and photographed using an Olympus BX40 microscope. Immunofluorescence sections were analyzed using a Zeiss LSM700 confocal microscope. Mean intensities were quantified using Fiji.

### 4.9 Quantitative analysis of Purkinje cells

Quantification of Purkinje cells was done using the Optical Fractionator tool of the StereoInvestigator software package (MBF Bioscience), integrated in a Zeiss LSM700 confocal microscope setup. Cerebellar tissue was coronally cut serially into 40 μm sections. Every 8th section was double‐immunostained for calbindin (Swant; CB‐38a, RRID: AB_2314070; 1:20,000/Sigma Aldrich; C9848, RRID AB_2313712; 1:20,000) that stains the whole Purkinje neuron and FOXP2 (Santa Cruz Biotechnology; sc21069, RRID: AB_2107124; 1:1000) that selectively marks the nucleus of Purkinje cells. For each section, a contour of the cerebellar cortex was drawn in StereoInvestigator and confocal stacks (7–9 section per animal, 10–50 stacks per sections) were systematically sampled within this contour, using 40× oil lens and systematic random sampling (SRS) with a grid sizes of 820 × 520 μm or 740 × 470 μm. Typically, we collected around 275 sampling stacks per animal. In each stack, we counted Purkinje cells on the basis of their FOXP2+ nucleus in a counting box of 150 * 150 * 20 μm. Cells whose nucleus crossed either the upper surface or the lower or right sides of the counting frame were not counted, according to the optical fractionator counting rules. To obtain an estimate of the total number of Purkinje cells, we divided the counted number of cells by the relative fraction of tissue counted using the following formula

$$N=\sum Q^{‐}\frac{t}{h}*\frac{1}{\mathrm{asf}}*\frac{1}{\mathrm{ssf}}$$

where *Q* ^−^: The particles counted, *t*: The section mounted thickness, *h* = Counting frame height, asf: Area sampling fraction, and ssf: Section sampling fraction. Using this approach, in WT‐Control mice (*n* = 7) we obtained an estimate of 227.220 ± 36.542 Purkinje cells, which is consistent with numbers found in other studies (Woodruff‐Pak et al., 2010).

### 4.10 Ex vivo vascular function

The responses of isolated aortic tissue were *ex vivo* measured in small‐wire myograph organ baths containing oxygenated Krebs–Henseleit buffer at 37°C. After preconstriction with 30 nM U46619, relaxation concentration–response curves to acetylcholine followed by 0.1 mM sodium nitroprusside, a nitric oxide donor, were constructed (Durik et al., 2012). To specifically reveal endothelium‐dependent responses, which in *Ercc1* ^∆/−^ and their WT littermates almost exclusively consist of nitric oxide signaling, acetylcholine responses were corrected for the response to sodium nitroprusside.

### 4.11 Microarray‐based transcription stress analysis

Total RNA was extracted using QIAzol lysis Reagent from mouse liver. For increased purity, miRNAeasy Mini Kits (QIAGEN) were used. Addition of wash buffers RPE and RWT (QIAGEN) was done mechanically by using the QIAcube (QIAGEN) via the miRNeasy program, and tissue was stored at −80°C. The concentration of RNA was measured by Nanodrop (Thermo Fisher Scientific). RNA quality was assessed using the 2100 Bio‐Analyzer (Agilent Technologies) following the manufacturer's instructions. The quality of the RNA is expressed as the RNA integrity number (RIN, range 0–10). Samples with a RIN below 8 were excluded from analysis. Hybridization to Affymetrix HT MG‐430 PM Array Plates was performed at the Microarray Department of the University of Amsterdam according to Affymetrix protocols. Quality control and normalization were performed using the pipeline at www.arrayanalysis.org.

The linear model from Limma implemented in R was used to identify the DEGs. Pairwise comparisons for each genotype between *ad libitum* and dietary restriction samples were applied to calculate the fold change (FC), *p* value, and false discovery rate (FDR) for each probe set in the microarray. Cutoff values for a DEG were put at FDR <5% with FC ≥ |1.5|. For all mouse analyses, differentially expressed probe sets were considered as DEGs.

Pathway enrichment analysis was conducted via overrepresentation analysis (ORA). ORA was performed in the interactive pathway analysis (IPA) of complex genomics data software (Ingenuity Systems, Qiagen) by employing a pre‐filtered list of differentially expressed genes. The overrepresented canonical pathways were generated based on information in the Ingenuity Pathways Knowledge Base. A pathway was selected as deregulated when the *p* value in the Fisher test was lower than 0.01. Additionally, IPA transcription factor (TF) analysis was performed to identify the cascade of upstream transcriptional regulators that can explain the observed gene expression changes in the different lists of DEGs. To do this, data stored in the Ingenuity Knowledge Base, with prior information on the expected effects between TF and their target genes, were used. The analysis examines how many known targets of each TF are present in the list of DEGs, and also compares their direction of change to what is expected from the literature, in order to predict likely relevant transcriptional regulators. If the observed direction of change is mostly consistent with a particular activation state of the transcriptional regulator (“activated” or “inhibited”), then a prediction is made about that activation state. For each TF, two statistical measures are computed (overlap *p* value and activation z‐score). The overlap *p* value labels upstream regulators based on significant overlap between dataset genes and known targets regulated by a TF. The activation z‐score is used to infer the likely activation states of upstream regulators based on comparison with a model that assigns random regulation directions. Overlap *p* value lower than 0.05 and z‐score higher than |2| were selected as thresholds to identify a TF as relevant.

Limma was used to identify the DEGs among samples compared with the *a* *d libitum* fed control WT samples. Differentially expressed genes were selected using an FDR of <0.05 and a linear fold change of ±1.5. Next, probe sets in the Affymetrix array with multiple gene annotation were filtered out. BiomaRt was used to retrieve the gene length for the remaining probe sets (32,930 probe sets from 45,142 probe sets in the original microarray). Finally, a relative frequency (kernel density) plot of gene length and probability density for DEG in each comparison was drawn using the density function implemented in R. Kernel density estimates are related to histograms, but with the possibility to smooth and continuity by using a kernel function. The y‐axis represents the density probability for a specific range of values in the *x*‐axis.

All data files have been submitted to the NCBI gene expression omnibus (GEO) under accession number GSE149029.

### 4.12 Statistical analysis

All data with error bars are presented as mean ± standard deviation (SD), and the individual datapoints (dots) are presented in the bar graphs. All analyses were performed using GraphPad Prism version 8.4.2 (GraphPad Software, La Jolla California USA) and R software. *p* values expressed as *p < 0.05; **p < 0.01, ***p < 0.001 were considered to be significant; when indicated as “ns,” comparisons should be considered non‐significant. We used Welch's adjusted t test for testing the difference between two groups (also called unequal variances t test), a modified Student's t test under the assumption of unequal variances. Comparisons between more than two groups were carried out by one‐way ANOVA with Tukey's multiple comparisons test. For FACS analysis, differences between groups were assessed by two‐way ANOVA, with age and diet as fixed factors. For vascular dilatation, differences between groups were assessed by general linear model (GLM) for repeated measures. Statistical differences for the gene length transcription stress analysis were determined using the Wilcoxon–Mann–Whitney (WMW) test.

Weekly body weights from the age of intervention‐start through the maximum age at which all groups of the respective experiment still had ≥80% survival were included, excluding the weights of the animals that died during that period. Subsequently, all the body weights after the start of the intervention were log_10_‐transformed, had the log_10_ values at the start of the intervention subtracted from them, and then, for convenience (this being no more than a normalization without any effect on the statistical tests), had the lowest log_10_‐baseline weight of the entire dataset subtracted from them. Then, the area under the curve (AUC) was determined by the trapezoid rule for the entire selected time interval for each animal. Grubbs’ test in GraphPad Prism, with alpha = 0.01, was applied once to all AUC values of the experiment to identify and remove potential outliers. Mean AUCs between groups were compared by Welch's *t* test.

Statistics for life span and onset of phenotypes were performed by computing Kaplan–Meier estimates of the survival curves and estimates of the log hazard ratio effect size with 95% confidence intervals, and comparing the survival functions of different groups with the log‐rank test. These analyses were carried out in GraphPad Prism and in R with the packages “survival” and “coin.” When comparing two groups consisting of both female and male mice, the log‐rank test was additionally done by stratifying (blocking) on sex.

## CONFLICT OF INTEREST

The authors declare no competing interests.

## AUTHOR CONTRIBUTIONS

J.H.J.H., W.P.V., H.v.S., and M.E.T.D. performed conceptualization. M.B.B., D.J., W.P.V., and M.E.T.D. designed and wrote the manuscript. All authors contributed to editing the manuscript. R.M.C.B., S.B., N.v.V., S.I., C.T.v.O., B.N., W.P.V., and M.E.T.D. performed and analyzed the mouse cohorts. S.I. performed FACS analysis of nuclei and S6 related western blotting. E.P.F. and A.J.M.R. quantified vascular function. D.J., R.M.C.B., S.B., N.v.V., and W.P.V. performed and analyzed phenotypical scoring and behavioral analysis. M.B.B. and D.J. characterized neuropathological changes. J.L.A.P. and W.P.V. performed transcriptomic analyses. J.A.F and W.P.V. performed statistical analyses with body weight and life span data. R.M.C.B. and Y.E. performed the genetic interventions. D.J., J.H.J.H., W.P.V., and M.E.T.D. carried out supervision.

### Open Research Badges

This article has been awarded <Open Data, Open Materials> Badges. All materials and data are publicly accessible via the Open Science Framework at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE149029.

## Supporting information

Fig S1

Fig S2

Fig S3

Fig S4

Fig S5

Fig S6

Table S1

Table S2

Table S3

## Data Availability

All data generated or analyzed during this study are included in this published article (and its supplementary information files).

How the deposited data were processed for this re-analysis (not part of the article)

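Liver RNA of 24 mice had been measured by the authors on Affymetrix mouse array plates, with 1 array per mouse, in 5 groups (Control, Rapa 14 ppm, DR 30%, WT-Control and WT-DR). The log2 values were made by the authors before deposit, with quality control and normalization in the arrayanalysis.org pipeline, as the methods of the paper state, and with RMA, as the records of the deposit name it. The version of RMA and which arrays were normalized together were not stated. The 48 records were 2 sets of values of the same 24 arrays. The main set held 45141 Affymetrix probe sets, and the other, the values per gene, held 17306 probe sets defined by gene. The values ran from 2.22 to 14.51, which fits the log2 scale that RMA gives.

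Probe sets were given the gene symbol of the array annotation, brought to the current symbol of RefSeq, and gene length was the span of the gene on the assembly GRCm38.p6. Probe sets with several genes or not named here were kept in the counts of DEGs but not in the gene lists or the lengths. Pathway tests in the commercial software of the paper and its Figure S6 were not used here, and *Trp53* and *Srebf1* were not analysed here.

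Groups were compared in R 4.3.3 with limma 3.58.1, in 1 model with a mean for each group and no covariates, over all 45141 probe sets. A DEG had a Benjamini-Hochberg FDR under 0.05 within its comparison and a fold change of at least 1.5, the thresholds of the paper. The 8 comparisons were Rapa 14 ppm and DR 30% with Control, each of the other 4 groups with WT-Control, Rapa 14 ppm with DR 30%, and the interaction of restriction and genotype, which is DR 30% less Control, less the difference between WT-DR and WT-Control. All adjusted p of single genes came from limma. Fold changes are on the log2 scale with the standard error of the model.

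The camera test of limma compared each of 23 gene lists with all other genes, with 1 probe set per gene (the one with the highest mean over the arrays), a preset correlation of 0.01 and adjustment over all 184 tests. These lists were p53 targets, senescence and its secretory factors, interferon-stimulated genes, extracellular matrix and stellate cell activation, growth hormone and IGF1 axis, thyroid hormone response, antioxidant and NRF2 targets, xenobiotic phase I enzymes, fatty acid synthesis, cholesterol synthesis, fatty acid oxidation and PPARalpha targets, gluconeogenesis, circadian clock, autophagy and lysosome, cytosolic ribosomal proteins, mTOR pathway, cell cycle, unfolded protein response, heat shock proteins, acute phase proteins, bile acid synthesis and transport, and male-biased and female-biased liver genes. Markers of 11 cell types or sources (hepatocyte, macrophage and Kupffer cell, stellate cell, sinusoidal endothelial cell, cholangiocyte, lymphocyte, neutrophil, erythroid, exocrine pancreas, adipocyte and sex-linked genes) were tested in the same way. Members of a list that were DEGs were also counted with the adjustment over the list alone. Genes of a list vary together, and with the correlation estimated per list most calls ended.

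Principal components were computed over all probe sets, centred and not scaled. Values with 1 number per mouse were compared by exact two-sided permutation of mice. Gene lengths of DEG lists were compared by the rank sum with 100000 permutations, each probe set with 1 gene counting once. The slope on gene length was fitted per mouse over the log2 difference from the mean of WT-Control, with 1 probe set per gene and a mean above the median of all probe sets. Correlations of fold changes were set beside 100 simulations of unchanged groups and beside splits of the control mice.

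The genes named follow a rule. It takes the genes that the paper names and the regulators with a log ratio in Table S2, whose values in that table had been seen; the 10 DEGs with the largest increase and the 10 with the largest decrease per comparison among probe sets of 1 gene whose mice did not overlap between the groups; up to 4 genes per list and comparison with the smallest adjusted p; and the 10 longest genes among the lower DEGs of Control vs WT-Control. A gene was read from its probe set with the highest mean, apart from those with the largest changes.

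The thresholds, lists, rule and alternatives were chosen before the data were examined. The alternatives were the values per gene, only the 2 groups compared in the model, dim probe sets left out (those with a mean at or below the median), renewed quantile normalization, median centring, a variance trend with robust estimation, no fold change threshold, a fold change of 2, and leaving out each mouse in turn. For single results, scaled probe sets, 1 probe set per gene, no minimum of expression, mean expression as a term, split controls and an estimated correlation were also tried.

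Calling was tested on simulated data with the spread of these arrays. Of 50 probe sets changed 1.5-fold, 40% to 62% were called in the 7 comparisons of 2 groups, and of 50 changed 2-fold, 92% to 98%. A true change of 1.5-fold lies at the cutoff itself, so the share called there says little about the number of arrays. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.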

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

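The tests of a separate run of the rapamycin arrays, of a partial restriction response, of mice of the other sex and of the interaction without additive effects were chosen after the result was seen, and the other tests below before.

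Restriction shifted sex-biased liver genes, which the paper does not report. In DR 30% vs Control the male-biased list had a median log2 fold change of −1.42 and the female-biased list of 1.49, in WT-DR vs WT-Control −2.21 and 4.26, and in Rapa 14 ppm vs DR 30% 1.26 and −1.09, all past the camera test. Mice of the other sex in the restricted groups are excluded, since no array stood apart, with *Xist* at 3.68 to 4.35 and the Y-linked *Eif2s3y* at 9.65 to 10.24 over all 24 arrays (5.30 between the nearest values). All 24 arrays thus came from male livers. Hepatocyte markers had a median of −0.00707 in WT-DR vs WT-Control and −0.0328 in DR 30% vs Control. Their mean level of 13.2 is near the highest value per array (14.35 to 14.51), so they cannot exclude a loss of hepatocytes. The rise of the female-biased genes, also made in hepatocytes, argues against such a loss as the whole cause. Both lists stayed called in WT-DR vs WT-Control after renewed quantile normalization (larger camera adjusted p = 2.2e-12). As RMA had already normalized the quantiles of the arrays, this cannot exclude normalization between arrays as a cause. A response to restriction itself may explain the shift, as a hypothesis that was not itself tested.

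The effect of restriction differed between the genotypes. The interaction is the effect of restriction in the mutants less that in WT. It had 362 DEGs, 224 with a positive and 138 with a negative log2 difference. *Cyp4a12a*, a male-biased fatty acid hydroxylase, was among them at a log2 difference of 3.72 (adjusted p = 0.00144), of uncertain size, as it lay below the median of the arrays in WT-DR (3.68 ± 0.33), and *C6*, a complement component, at 1.98 (adjusted p = 0.0183). A positive difference can stand for a smaller fall. Male-biased genes had a median of −1.42 in DR 30% vs Control and −2.21 in WT-DR vs WT-Control. Female-biased genes had 1.49 and 4.26, so both lists moved less in the mutants. The camera test called 9 lists. Male-biased genes had a median of 1.20 (6 DEGs higher of 12, 10 adjusted over the list alone, adjusted p = 1.0e-09; adjusted p = 0.112 with an estimated correlation) and female-biased genes of −1.11 (2 lower of 10, 2 higher and 5 lower adjusted over the list alone, 0.00274; 0.291), with 11 of the male-biased genes higher and 6 of the female-biased genes lower in sign. Genes of fatty acid oxidation and PPARalpha targets were at 0.31 (2 higher of 20, 6 adjusted over the list alone, 1.2e-06; 0.232) and interferon-stimulated genes at 0.43 (0 DEGs of 23 by limma, 3 higher adjusted over the list alone, 2.4e-05; 0.382), beside markers of macrophages and Kupffer cells at 0.31 (0.019 to 0.65 over 11 genes, adjusted p = 0.0873). Fatty acid synthesis was at −0.73 (6.1e-04; 0.454), cholesterol synthesis at −0.70 (1.5e-06; 0.404) and cytosolic ribosomal proteins at −0.12 (1.5e-06; 0.382; not called with the values per gene, 0.0539), with 0 DEGs by limma in each and, adjusted over the list alone, 1 lower in fatty acid synthesis and 0 in the others. The unfolded protein response was at −0.23 (0 DEGs by limma, 1 higher and 1 lower adjusted over the list alone, 0.0152; 0.519), not called without WT-Control mouse 403 (0.0644) or 405 (0.0970) or Control 321 (0.0577) or 327 (0.0578), and heat shock proteins were at 0.36 (0 DEGs by limma, 0 adjusted over the list alone, 0.0152; 0.607), not called without dim probe sets (0.0530) or WT-Control 401 (0.0543), 404 (0.0907) or Control 325 (0.0900). Splits by genotype within each diet called as many DEGs in 3 of 100 cases, with 1216 as the highest other, but such splits carry the genotype difference into the interaction and do not test it (4150 DEGs with the labels of all restricted mice exchanged). With the additive effects of genotype and diet taken out of each probe set, only the real split of 100 called 362 (1 case) and the highest other called 1. This argues against chance as far as 100 splits can show, in a test chosen after the result was seen. The count was 157 without WT-DR mouse 423, 216 without 424, 220 without 425 and 752 without 421; 187 without WT-Control 401 and 208 without 403; 198 without Control 321; and 570 without DR 30% 362, 183 without 366, 214 without 368 and 240 without 369.

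A single value lay far from the rest of its group in 6 of 100 groups tested, where chance gives about 1 in 20. *Rheb* was at 10.32 in Control mouse 325, *Rps6* at 13.09 in WT-Control mouse 403, *Sox4* at 4.80 in WT-DR mouse 422, *Brca1* at 6.12 in WT-DR mouse 421, *Nfe2l2* at 9.55 in WT-Control mouse 401 and *Mtpn* at 10.98 in Control mouse 326.

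The fold changes of rapamycin and of restriction, both against Control, varied together. The mean correlation of 0.266 with separate Control mice (0.115 to 0.416 over the splits) lay within the −0.368 to 0.480 of simulated unchanged groups. That range is too wide to show whether the shared control mice account for the whole pattern. The covariance was 0.0220, and 0.0140 with separate Control mice, while simulated groups that share controls gave a mean of 0.00744. Sharing may thus account for a part of the pattern. The spike-in mean of the rapamycin arrays differed from WT-Control (p = 0.00794), Control (p = 0.0159) and DR 30% (p = 0.00794) and not from WT-DR (p = 0.254), while that of DR 30% also lay below WT-Control (p = 0.0159), and as all rapamycin mice would share such a run, it cannot be told apart from the drug. A partial restriction response also stays open, since the correlation with WT-DR vs WT-Control, which shares no mice, was 0.255 and a range of simulated groups (−0.456 to 0.493) excludes nothing.

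Expression fell with gene length in the mutant livers, by a slope of −0.0823 in Control against WT-Control. The slope was −0.0842 after renewed quantile normalization (exact permutation p = 0.00794). As RMA had already normalized the quantiles, this cannot exclude normalization between arrays as a cause. With mean expression as a linear term the slope was −0.0876 (exact permutation p = 0.00794). A linear effect of expression level is thus not the whole cause among the genes above the minimum of expression. Other effects of the level were not tested. With the 3′ to 5′ difference of control probe sets as a term the slope was −0.0923, with a 95% interval of −0.128 to −0.0560. A linear effect of that difference is thus not the whole cause. It was read from *Gapdh* and actin only, so RNA integrity as such is not excluded. Within groups the slope and that difference correlated positively, where the opposite had been predicted for degradation. This correlation did not pass the permutation test within groups (r = 0.348, p = 0.0991, rank correlation 0.394, p = 0.0623, and r = 0.285 without the 2 farthest arrays). A block of transcription by unrepaired lesions may explain the slope, as a hypothesis that was not itself tested. With no minimum of expression it was −0.0344 and not called.

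Splits of the same mice tested whether chance could give the other counts of DEGs. For Rapa 14 ppm vs Control chance cannot be excluded, as 5 of 100 splits called at least the real 14, and the highest other called 227. The 4 other splits, with 227, 205, 93 and 78 DEGs, all put Control mouse 327 with at least 3 Rapa 14 ppm mice, which points to a structure of the samples. On PC3 this mouse scored −9.35, within the −23.4 to 1.31 of Rapa 14 ppm and outside the 12.0 to 27.3 of the other Control mice. Its 3′ to 5′ difference of control probe sets was 1.76, the highest of the 24 arrays. The other Control mice had 0.974 to 1.23 and Rapa 14 ppm 0.823 to 1.51. Whether RNA quality accounts for its place was not tested. Without Control mouse 327, 152 DEGs were called. Chance can be excluded for the other 6 counts, where only the real split of 100 called as many (1 in each case). The real count and the highest other were 1101 and 341 for DR 30% vs Control, 1139 and 32 for Control vs WT-Control, 1584 and 806 for Rapa 14 ppm vs WT-Control, 2543 and 107 for DR 30% vs WT-Control, 2725 and 837 for WT-DR vs WT-Control and 725 and 95 for Rapa 14 ppm vs DR 30%.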

How the results depend on the processing

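No alternative below was chosen after the result was seen. No paired analysis was possible because the groups share no replicate numbers and each mouse has its own animal number. The cause of a change was not tested unless stated. Called differences on PC1 and PC2 kept their direction and their call under renewed quantile normalization and median centring, as did the median lengths of the lower DEGs of the 3 mutant groups under each alternative run. With fewer probe sets (the values per gene) the DEGs were 23 for Rapa 14 ppm vs Control, 507 for DR 30% vs Control, 587, 738, 1128 and 995 for Control, Rapa 14 ppm, DR 30% and WT-DR vs WT-Control, 346 for Rapa 14 ppm vs DR 30% and 185 for the interaction; shared DEGs of Control and Rapa 14 ppm were 280 (higher) and 144 (lower); Control and WT-Control differed on PC1 by −8.09 (adjusted p = 0.0106); the median length of higher DEGs of DR 30% was 19669 bp (0.271), the ratio of lower DEGs of Rapa 14 ppm to DR 30% 1.35 (0.0627) and the slope of WT-DR 0.0450 (0.0357). Signs turned there for *Sox4* in DR 30% vs WT-Control (−0.019), *Ptbp1* in DR 30% vs Control (0.18), *Acot2* in Rapa 14 ppm vs WT-Control (0.053) and *Pck1* in WT-DR vs WT-Control (−0.048) and the interaction (1.39). Rapa 14 ppm vs Control had 5 DEGs in the 2 groups alone (fewer samples) and 30 without dim probe sets (fewer tests). The ratio of higher DEGs of Rapa 14 ppm to DR 30% was 0.851 (0.0468) after renewed quantile normalization. By construction, no fold threshold gave more DEGs (3962, 3304, 4526, 8961, 8853 and 2326 for DR 30% vs Control, the 4 groups vs WT-Control and Rapa 14 ppm vs DR 30%; shared 1300 and 901), with a ratio of lower DEGs of Control to Rapa 14 ppm of 1.55 (4.6e-07), and a fold change of 2 fewer (9, 373, 354, 462, 805, 828, 212 and 131 over the 8 comparisons; shared 151 and 99), with a median of 20058 bp for lower DEGs of WT-DR (0.0113) and a ratio of higher DEGs of Control to DR 30% of 0.793 (0.105). With scaled probe sets PC1 held 15.8% and PC2 13.0%, and Rapa 14 ppm and Control differed on PC2 by 38.5 (0.127). With 1 probe set per gene the higher DEGs had medians of 18708 bp in Control (0.290), 18548.5 bp in Rapa 14 ppm (0.290) and 20772 bp in DR 30% (0.552, now above the rest), with a ratio of Control to DR 30% of 0.901 (0.196). Without a minimum of expression the slopes were −0.0344 in Control, −0.0304 in Rapa 14 ppm and −0.0165 in DR 30%. Split controls gave r of 0.624 and 0.266. Leaving out 1 mouse gave 0 to 152 DEGs for Rapa 14 ppm vs Control, 937 to 1271 for DR 30% vs Control, 1000 to 1224 for Control vs WT-Control, 1404 to 1713 for Rapa 14 ppm, 2428 to 2659 for DR 30% and 2445 to 3046 for WT-DR vs WT-Control, 475 to 900 for Rapa 14 ppm vs DR 30% and 157 to 752 for the interaction; −13.3 to −3.06 on PC1 for Control vs WT-Control and 8.35 to 12.9 on PC2 for Rapa 14 ppm vs Control; slopes of −0.0949 to −0.0728 in Control (called in each case), −0.0876 to −0.0675 in Rapa 14 ppm and −0.0704 to −0.0503 in DR 30%; a median of 23283 to 24442 bp for higher DEGs of DR 30% (not called without WT-Control mouse 402, 0.0501, or DR 30% mouse 366, 0.0677); and ratios of 0.868 to 1.00 (higher DEGs, Control to Rapa 14 ppm), 0.766 to 0.864 (Control to DR 30%), 0.823 to 0.943 (Rapa 14 ppm to DR 30%) and 0.970 to 1.67 (lower DEGs, Control to Rapa 14 ppm). Of 184 list tests, the values per gene ended 8 calls and brought 10, the 2 groups alone 2 and 1, no dim probe sets 12 and 0, renewed quantile normalization 2 and 2, median centring 2 and 0, a trend 0 and 2, and an estimated correlation ended 74; none reversed. Of 4416 list tests without 1 mouse, 45 ended and 47 were brought. Named genes held their side in 866 of 928 tests with the values per gene, 954 of 993 in the 2 groups alone, 938 of 951 without dim probe sets, 977 of 993 after renewed quantile normalization, 986 after median centring, 976 with a trend and 23222 of 23832 without 1 mouse. Arrays have no read depth; 50 simulated probe sets changed 4-fold were called in 94% to 100%.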

Differences from the paper's values

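The other probe sets of *Nfe2l2* and *Mtpn* were looked at after the result was seen, and nothing else in this part. Of 41 values that the paper states and that were computed here, 3 differed, by more than 1.5 times or, for log ratios, by more than the error.

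The paper reports 0 DEGs between Rapa 14 ppm and Control at FDR < 0.05 with a fold change of at least 1.5, and 14 were called here at the same thresholds by limma (4360 probe sets with an unadjusted p under 0.05). Of the alternatives set before the data were examined, none came to the paper's value with all mice. They gave 23 with the values per gene, 5 in the 2 groups alone, 30 without dim probe sets, 14 after renewed quantile normalization, 12 with median centring, 14 with a trend and robust variances, 19 with no fold threshold and 9 at a fold change of 2. Leaving out Rapa 14 ppm mouse 536 or 537 gave 0.

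For *Nfe2l2* in Rapa 14 ppm vs WT-Control the paper's Table S2 gives a log ratio of 1.164, and the probe set with the highest mean gave 0.53 here. It stayed at 0.52 to 0.53 with the values per gene, the 2 groups alone, no dim probe sets, renewed quantile normalization, median centring and a trend, all of which differ from the paper's value. The other probe set of the gene, outside the rule for choosing probe sets and looked at after the values were seen, gave 1.16.

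For *Mtpn* in the same comparison the paper's Table S2 gives 0.665, against −8.2e-04 here. The values per gene gave 0.023, renewed quantile normalization −0.0073 and median centring −0.0049, and it was −8.2e-04 in the 2 groups alone, without dim probe sets and with a trend, so each differs from the paper's value. The other probe sets of *Mtpn* gave −0.31 to 0.10. The other 9 of 11 log ratios of Table S2 did not differ.

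The paper states that the shift of expression between long and short genes was strongly reduced by DR. The difference in slope between DR 30% and Control was 0.0245 (exact permutation p = 0.222), and of the genes over 300 kb 26.2% were lower in DR 30% and 24.6% in Control, while of those of up to 10 kb 2.73% and 1.12% were lower. Of the same classes, 2.09% of the long genes were higher in each group and 7.49% of the short genes in DR 30% against 4.49% in Control. The 1048 genes of 100 to 300 kb had a mean log2 fold change of −0.075 in Control and −0.032 in DR 30%, in the direction that the paper states. Of them 3.34% were lower DEGs in Control and 7.25% in DR 30%. From Control to DR 30%, 42 of them were higher and 22 lower, and of the 191 genes over 300 kb 10 and 3. The lower DEGs had a shorter median length in DR 30% than in Control, 40666 bp against 79538 bp (adjusted p = 3.1e-04), and the higher DEGs a longer one, 24106 bp against 19839 bp (adjusted p = 0.00908, or 0.196 with 1 probe set per gene), both in the direction that the paper states. The list of lower DEGs was longer in DR 30% (872 against 401), so its shorter median does not show that fewer long genes were lower.

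The paper describes Control and Rapa 14 ppm as highly similar in the principal components. They differed on PC2 by 10.1 (exact permutation p = 0.0238, adjusted p = 0.0317), while on PC1 they did not pass the test (p = 0.183). The call on PC2 was lost with scaled probe sets (38.5, adjusted p = 0.127) and without any 1 of Rapa 14 ppm mice 535 to 538, Control mouse 326 or DR 30% mouse 365 (adjusted p = 0.0529 to 0.0857). The percentages of variance in the legend of Figure 5 equal, when rounded, those of the values per gene, which were 34.8% for PC1, 20.9% for PC2 and 55.7% for both, and the probe sets gave 30.7% for PC1 and 18.6% for PC2.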

Other observations

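No test in this part was chosen after the result was seen. Restricted WT livers had lower chaperone and interferon-stimulated genes than WT-Control. *Hspa1b*, an inducible chaperone, was at −3.83 (adjusted p = 3.9e-04) and *Hspb1*, a small heat shock protein, at −1.48 (adjusted p = 2.4e-04), from limma, with 8 of 12 heat shock proteins lower (9 adjusted over the list alone; camera, adjusted p = 8.9e-06; adjusted p = 0.340 with an estimated correlation). *Rsad2*, an antiviral enzyme, was at −1.49 (adjusted p = 1.8e-05), and 5 of 23 interferon-stimulated genes were lower (5 adjusted over the list alone; camera, adjusted p = 6.7e-05; 0.404 with an estimated correlation). Markers of macrophages and Kupffer cells had a median of −0.44 with 2 of 11 as lower DEGs, and were not called (adjusted p = 0.0641). *Per3*, a clock repressor, was higher by 2.40 (adjusted p = 3.3e-04) and *Nfil3*, a repressor of clock output, lower at −2.37 (adjusted p = 8.7e-06), with 9 clock genes higher and 2 lower of 17 (10 and 2 adjusted over the list alone; camera, adjusted p = 0.0166; 0.296 with an estimated correlation). As the time of day of sampling is not stated, a shift in phase cannot be told apart from a change in level. *Pnpla3*, a lipid droplet enzyme, was higher by 2.66 (adjusted p = 0.00604) and *Lss*, a cyclase of cholesterol synthesis, by 1.79 (adjusted p = 8.6e-04). Of 17 genes of fatty acid synthesis 4 were higher (8 adjusted over the list alone; camera, adjusted p = 0.0100, or 0.0530 without dim probe sets; 0.585 with an estimated correlation), and of 18 genes of cholesterol synthesis 2 (2 adjusted over the list alone; adjusted p = 0.00113; 0.588 with an estimated correlation). Cytosolic ribosomal proteins had a median of 0.21 with 0 DEGs by limma (0 adjusted over the list alone; camera, adjusted p = 5.8e-12; 0.239 with an estimated correlation). In bile acid synthesis and transport, *Cyp7b1* was lower at −2.10 (adjusted p = 4.8e-07), and the list (2 higher and 3 lower of 13) was not called (adjusted p = 0.799). Gluconeogenesis was called at a median of 0.15 (2 higher and 1 lower of 9, the same adjusted over the list alone; adjusted p = 0.0351; 0.291 with an estimated correlation), but not without dim probe sets (0.241), WT-Control mouse 401 (0.0705) or 404 (0.0529) or WT-DR 424 (0.0691).

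In Control vs WT-Control, *Acot1*, an acyl-CoA thioesterase of fat breakdown, was at −1.81 (adjusted p = 4.0e-04) and *Uvrag*, an autophagy gene, at −0.81 (adjusted p = 6.2e-06), both lower, while the replication helicase subunit *Mcm6* was higher by 1.25 (adjusted p = 1.8e-05). The camera test called fatty acid synthesis (0 higher and 2 lower of 17, 4 lower adjusted over the list alone; adjusted p = 0.00497, or 0.0580 without WT-Control mouse 405; adjusted p = 0.534 with an estimated correlation), autophagy and lysosome (2 lower of 16, 2 adjusted over the list alone; 9.8e-04; 0.112 with an estimated correlation), fatty acid oxidation and PPARalpha targets (4 lower of 20, 4 adjusted over the list alone; 0.00544; 0.475 with an estimated correlation) and the cell cycle (2 higher of 26, 2 adjusted over the list alone; 9.8e-04; 0.345 with an estimated correlation). In Rapa 14 ppm vs WT-Control, *Mcm6* was higher by 1.20 (adjusted p = 4.9e-05), with 4 cell cycle genes higher (4 adjusted over the list alone; adjusted p = 8.7e-05; 0.291 with an estimated correlation). In DR 30% vs WT-Control, *Usp18* was higher by 2.78 (adjusted p = 1.2e-07), with 14 interferon-stimulated genes higher (14 adjusted over the list alone; adjusted p = 4.2e-08; 0.291 with an estimated correlation) beside markers of neutrophils at a median of 0.73 (2 of 4 as higher DEGs, adjusted p = 0.270) and of macrophages and Kupffer cells at 0.25 (1 of 11, adjusted p = 0.197), and *Hsph1*, a chaperone of the HSP110 class, was lower at −2.39 (adjusted p = 0.00158), with 8 heat shock proteins lower (8 adjusted over the list alone; adjusted p = 2.5e-04; 0.429 with an estimated correlation). Between Rapa 14 ppm and Control, heat shock proteins were called at a median of 0.19 (0 DEGs by limma, 0 adjusted over the list alone; adjusted p = 0.0457; adjusted p = 0.719 with an estimated correlation), but not without dim probe sets (0.110), after renewed quantile normalization (0.0594) or median centring (0.0645), or without any 1 of WT-Control 402, WT-DR 421, Control 323, 325 and 326, Rapa 14 ppm 535 and 537 and DR 30% 368 (0.0500 to 0.730).

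Markers of hepatocytes were called in no comparison, with medians of −0.04 to 0.02 over 7 genes (lowest camera adjusted p = 0.620). Their mean level of 13.2 is near the highest value per array (14.35 to 14.51), where a change can be missed. Markers of neutrophils were called in Rapa 14 ppm vs Control (median −0.39 over 4 genes, 0 DEGs by limma, camera adjusted p = 0.0209; adjusted p = 0.427 with an estimated correlation). Among these genes, *Mpo* (mean 3.36) and *Elane* (3.85) lay below the medians of the arrays (4.16 to 4.21). Camera called the markers of sinusoidal endothelial cells (lowest adjusted p over the comparisons 0.197), cholangiocytes (0.265), lymphocytes (0.166), exocrine pancreas (0.197) and sex-linked genes (0.422) in no comparison. Those of cholangiocytes (mean 3.78) and lymphocytes (4.42) lay near these medians, where a shift can be missed. The 2 measured markers each of erythroid cells and adipocytes were not tested as lists. By limma, 1 erythroid marker was a lower DEG in DR 30% vs Control and in DR 30% and WT-DR vs WT-Control, and 1 was higher in Rapa 14 ppm vs DR 30%.

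Of the regulators in Table S2, *Nfkbia*, an inhibitor of NF-kappaB, was lower in Control than in WT-Control at −0.64 (adjusted p = 0.00856), but under a fold change of 1.5 with the values per gene (−0.49) and without WT-Control mouse 401 (−0.57) or 402 (−0.55) or Control mouse 327 (−0.57). *Brca1*, a gene of double strand break repair, was higher by 0.62 (adjusted p = 0.0305), but not called with the values per gene (0.12, adjusted p = 0.319) or without any 1 of WT-Control 401, 402, 403 and 405 and Control 325, 326 and 327 (0.48 to 0.63, adjusted p = 0.0504 to 0.0974). The mouse gene *Ifi204*, matched to *Ifi16* through a synonym, was at 0.50 (adjusted p = 0.0280), under a fold change of 1.5, which it passed with the values per gene (0.60, adjusted p = 0.0125), and *Nfe2l2*, the gene of NRF2, at 0.65 (adjusted p = 4.0e-04), or 0.55 without WT-Control mouse 401, under a fold change of 1.5. *Ercc5*, another nuclease gene of excision repair, differed between Rapa 14 ppm and Control by 0.17 (adjusted p = 0.593).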
